# Adverse Husbandry of Maraena Whitefish Directs the Immune System to Increase Mobilization of Myeloid Cells and Proinflammatory Responses

**DOI:** 10.3389/fimmu.2016.00631

**Published:** 2016-12-23

**Authors:** Tomáš Korytář, Mareen Nipkow, Simone Altmann, Tom Goldammer, Bernd Köllner, Alexander Rebl

**Keywords:** interleukins, leukocytes, lower vertebrates, salmonid fish, stocking density, transcriptome, welfare

## Abstract

Adverse life circumstances evoke a common “conserved transcriptional response to adversity” (CTRA) in mammalian leukocytes. To investigate whether this pattern is preserved in lower vertebrates, maraena whitefish (*Coregonus maraena*) were exposed for 9 days to different stocking densities: ~10 kg/m^3^ (low density), ~33 kg/m^3^ (moderate), ~60 kg/m^3^ (elevated), and ~100 kg/m^3^ (high). Transcriptome profiling in the liver and kidney of individuals from each group suggested that crowding conditions activate stress-related signaling and effector pathways. Remarkably, about one-quarter of the genes differentially expressed under crowding conditions were involved in the activation of immune pathways such as *acute-phase response* and *interleukin*/*TNF signaling* attended by the simultaneous reduction of antiviral potency. Network analysis confirmed the complex interdigitation of immune- and stress-relevant pathways with interleukin-1 playing a central role. Antibody-based techniques revealed remarkable changes in the blood composition of whitefish and demonstrated the correlation between increasing stocking densities and elevated number of myeloid cells together with the increased phagocytic activity of peripheral blood leukocytes. In line with current studies in mammals, we conclude that crowding stress triggers in whitefish hallmarks of a CTRA, indicating that the stress-induced molecular mechanisms regulating the immune responses not only are conserved within mammals but were established earlier in evolution.

## Introduction

Fish farming preserves natural resources. However, adverse housing conditions including practice activities, such as selection, handling, transport, (mal-)nutrition, and/or inadequate stocking densities, threaten fish well-being (1–8). In favor of profitability, farmed fish are often kept at densities a 1,000-fold higher than under natural conditions (9, 10). Inadequate stocking densities not only are detrimental to production-related traits such as growth rate (11) but also decrease food uptake (12), increase the level of stress hormones, and thus lead to higher susceptibility to infectious diseases (13–18). Besides influencing the level of the stress hormone cortisol (19–21), stress is known to modulate the hemolytic and agglutinating activity of the serum (22). Furthermore, it affects the phagocytic and complement activities (23), influences the expression of immune-related genes (24), and reduces the humoral response following vaccination (25). However, little is known about the molecular mechanism underlying these physiological changes.

In mammals, adverse life circumstances have been shown to induce a “conserved transcriptional response to adversity” (CTRA), which typically leads to an increased expression of proinflammatory genes and a decreased expression of genes involved in innate antiviral responses (26, 27). These effects stem in part from the increased hematopoietic production of myeloid lineage immune cells (28, 29). Stress has been proven to cause a substantial number of the aforementioned physiological changes in fish, and it is quite conceivable that the mechanisms of a CTRA were established earlier in the evolution, although this has not been investigated in teleost model species yet. Drawing on the example of two killifish populations, it has been demonstrated that sensitivity to stressors—including high stocking densities—may differ between populations depending on their evolutionary history (30). Because of generations of domestication and adaptation, the stress responsiveness of rainbow trout, a salmonid fish, is known to be low (31, 32). By contrast, adaptation to stress conditions may be low in newly established aquaculture species, such as maraena whitefish (*Coregonus maraena* L.), making this salmonid fish an excellent model for the investigation of sensitivity to crowding stress and its impact on whitefish physiology.

The key objective of the present study was thus to identify surrogate markers for well-being, and—particularly—to assess the health status of maraena whitefish. Using a combination of transcriptomic and immunological techniques, we aimed at characterizing the impact of crowding stress on the hallmarks of a CTRA in the liver and kidney as the predominant teleost tissues involved in the stress response (33). Furthermore, based on these findings, we evaluated the immune competence of stressed fish in an *in vitro* experiment with inactivated and viable *Aeromonas salmonicida*, a major threat in whitefish farming (34, 35).

## Materials and Methods

### Fish and Stocking Density Experiment

The stocking density (SD) experiments were performed in water recirculation tanks at the Institute for Fisheries in Born, Germany. Maraena whitefish were aged 205 days post-hatch at the start of the experiments. These were performed in duplicate at four different stocking densities: low density (LD, ~10 kg/m^3^, 33 and 34 individuals), moderate density (MD, ~33 kg/m^3^, 101 and 103 individuals), elevated density (ED, ~60 kg/m^3^, 181 and 185 individuals), and high density (HD, ~100 kg/m^3^, 305 and 309 individuals). Fish were randomly assigned to identical 300-l glass tanks (0.74 m length × 0.58 m width × 0.72 m height) at a 12 h day/night light period. Tanks received brackish water from the Darss-Zingst Bodden Chain (2.5–6 practical salinity units) to the recirculating aquaculture system with an exchange rate of about 0.5 times/h. Water was pretreated with gravel-packed filters and moving bed biofilm reactors in complement with UV radiation. To ensure that water parameters were consistently in optimal ranges, water quality (including NH_3_, ${\text{NH}}_{4}^{+}$, ${\text{NO}}_{2}^{-}$, ${\text{NO}}_{3}^{-}$) was monitored throughout the experiment, that is, temperature, 18.8–20.5°C; dissolved oxygen, 9.8–12.9 mg/l; and pH, 7.2–7.4. Whitefish were fed commercial dry pellets by automatic feeders distributing the food 12 h/day. We recorded no technical problems throughout the experiment.

For the comparison of Ab-staining patterns among salmonid fishes, we used rainbow trout [*Oncorhynchus mykiss* (Walbaum)] of the commercially available Troutlodge strain (http://www.troutlodge.com/; Tacoma, WA, USA). Trout were kept in 1,000-l tanks at 15°C in partially recirculating water systems and fed with commercial dry pellets.

### Sampling and Leukocyte Preparation

Fish averaging 21.6 ± 1.4 cm in length (mean ± STD) and 92.0 ± 24.7 g in weight were sampled at day 9 after the start of the experiments. Anesthesia and sampling corresponded to the standards of the German Animal Welfare Act [§ 4(3) TierSchG]. The entire liver, spleen and head and trunk kidney were isolated from seven animals from each group, sliced, and immediately frozen at −80°C until RNA isolation. Blood was collected from the caudal vein of four individuals per group using a heparinized syringe and immediately diluted in cold medium mixed with Iscove’s DMEM/Ham’s F12 (Gibco/Thermo Fisher Scientific, Darmstadt, Germany) at a ratio of 1:1. Head kidneys were homogenized to prepare single-cell suspensions. The cell suspensions were layered onto an isotonic Percoll gradient (Biochrom AG, Berlin, Germany) (*r* = 1.075 g/ml) and centrifuged at 1,800 rpm for 40 min. Cells at the Percoll/medium interphase were collected, washed with PBS–EDTA, resuspended in the corresponding volume of the medium or phosphate-buffered saline/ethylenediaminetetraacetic acid (PBS–EDTA) to the final concentration of 5 × 10^6^ cells/ml, and kept on ice until further preparation.

The spleno-somatic index (SSI) was calculated by the formula SSI = spleen weight (grams)/body weight (grams) × 100.

### Plasma Glucose Analysis

Blood samples were centrifuged (4°C, 1,700 rcf), and the supernatant was kept on ice until analysis of blood plasma parameters was performed. Plasma glucose concentrations were quantified using a colorimetric assay (Glucose Assay Kit II, BioVision, Milpitas, CA, USA) at the Beckman Coulter DTX 800/880 Series Multimode Detector (Beckman Coulter, Brea, CA, USA).

### Flow Cytometry and Immunomagnetic Leukocyte Sorting

For the analysis of the blood composition, 2 × 10^5^ cells/ml leukocytes were stained with a set of monoclonal antibodies (MAb) with known specificity for distinct subpopulations of rainbow trout leukocytes. The population of thrombocytes was stained by MAb 42 (36) and myeloid cells by MAb 30, and B cells were identified by MAb N2 (37) in complement with MAb 1.14 (38). Following the washing step, the cells were stained by secondary conjugates. Control aliquot was treated only with secondary conjugates. The samples were measured on BD FACSCanto II and analyzed using the DIVA software (BD Biosciences, Heidelberg, Germany).

Peripheral blood leukocytes obtained from five individuals were isolated as described above and subjected to immunomagnetic cell sorting according to the manufacturer’s protocol. Briefly, leukocytes were incubated in the presence of the monoclonal antibodies recognizing thrombocytes, myeloid cells, or B lymphocytes, followed by incubation with anti-IgG MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany). Then, the cell suspension was applied to the MACS column, and the population of labeled cells was collected. The purity of enriched populations was estimated using BD FACSCanto II, and those exceeding 95% of labeled cells were used for the RNA isolation by the RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany).

### Phagocytosis of the Latex Beads

To evaluate the phagocytic potential of the blood leukocytes, 100 µl blood was mixed with 5 µl latex beads (Sigma-Aldrich, Taufkirchen, Germany) labeled with fluorescein isothiocyanate (FITC). Blood cells were incubated for 2 h at 15°C in 2.5% CO_2_. Following the incubation, the cells were washed twice with PBS/EDTA. After the final washing, the cells were measured on BD FACSCanto II (BD Biosciences) and gated by forward and size scatter. Only FITC-positive cells were considered phagocytic cells, and their proportion was calculated relative to the total number of acquired leukocytes.

### Stimulation Experiments with *A. salmonicida*

The *Aeromonas salmonicida* ssp. *salmonicida* wild-type strain JF 2267 was used for stimulation trials. Bacteria were prepared according to the protocol described previously (39). *A. salmonicida* were either kept viable or inactivated in 1.5% paraformaldehyde (PFA) for 1 h. Prior to usage, the bacteria were diluted to a final concentration of 5 × 10^7^ cells/ml in sterile PBS.

Head kidney leukocytes from each individual were stimulated with 1 × 10^6^ viable or PFA-inactivated *A. salmonicida* ssp. *salmonicida*. An amount of 100 µl PBS was added to the control sample. After inoculation, the samples were incubated in a CO_2_ incubator at 15°C. The stimulated samples were collected after 12 h and stored in a 700 µl RLT buffer until RNA preparation.

### RNA Extraction

For RNA isolation, tissue samples were homogenized individually in 1 ml TRIzol Reagent (Invitrogen/Thermo Fisher Scientific) and purified using the RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany) with 30 min on-column DNase treatment. The concentration and quality of RNA were proven using NanoDrop ND-1000 (NanoDrop Technologies/Thermo Fisher Scientific) and the Agilent 2100 Bioanalyzer (Agilent Technologies): only RNA samples with RIN values >9 were used for subsequent analyses. RNA was stored at −80°C.

### Microarray Experiments

Microarray experiments were conducted in duplicate; two biological replicates were performed for each tissue (liver or kidney) and stocking density (LD, MD, ED, or HD). To this end, seven individual RNA samples from the same tissue and SD were pooled. These RNA pools were individually used as template to produce Cy3-labeled cRNA according to the Low Input Quick Amp Labeling Kit (Agilent Technologies). Yields of the cRNA and the dye-incorporation rate were measured using the ND-1000 Spectrophotometer. The hybridization procedure was performed according to the One-Color Microarray-Based Gene Expression Analysis protocol (version 6.6, part number G4140-90040) using the Agilent Gene Expression Hybridization Kit (Agilent Technologies). In brief, 600 ng Cy3-labeled fragmented cRNA in a hybridization buffer was hybridized overnight (17 h, 65°C) to 8 × 60K Agilent-049158 Salmon Oligo Microarrays (Agilent Technologies; GEO platform: GPL21057) using Agilent’s recommended hybridization chamber and oven. After hybridization, the microarrays were washed once with the Agilent Gene Expression Wash Buffer 1 (room temperature, 1 min), followed by a second wash with the preheated Agilent Gene Expression Wash Buffer 2 (37°C, 1 min).

The fluorescence signals of the hybridized Agilent microarrays were detected using Agilent’s Microarray Scanner System G2505C (Agilent Technologies). The Agilent Feature Extraction software (version 10.7.3.1) quantified the intensity of the fluorescent images and normalized the results by subtracting the local background fluorescence based on a two-sided Student’s *t*-test. Data were then imported into a Rosetta Resolver gene expression data analysis system (Rosetta Biosoftware, Kirkland, WA, USA) for quality control and analysis.

The limma package of the R version 3.1.1/Bioconductor suite (40) was used to compare transcript abundances under MD and HD conditions. To control the false discovery rate, *p*-values were adjusted according to Benjamini and Hochberg (41). Genes were classified as differentially expressed if a corrected *p*-value threshold (*p* < 0.05) and an absolute fold change (FC > 1.5) met the criteria. Comparisons of gene expressions across different stocking densities were performed using Venn diagrams (42). Sets of differentially expressed genes were reannotated using the Basic Local Alignment Search Tool (BLAST). Only transcripts with unique BLAST results (coverage and sequence identity of >80% and E-value < 1 × 10^–4^) were included, and redundant probes representing identical transcripts were joined.

Gene lists were assigned to functional pathways using the Ingenuity program (Ingenuity Pathway Analyses, Ingenuity Systems/Qiagen), well minding that this program extracts global functional networks and canonical pathways of the differentially expressed genes according to investigations into mammalian, not teleostean, *in vivo* and *in vitro* systems. Enriched pathways were hence carefully reviewed and are indicated in the following by italic face; pathways of mammalian diseases were excluded from the analysis. The significance values were calculated using Fisher’s exact test right-tailed. Standard scores (*z*-scores) were used as a basis to assess whether certain pathways were activated (*z* > 1) or inhibited (*z* < 1); for pathways with *z*-scores around 0, no prediction could be made.

### Quantitative Real-time PCR

The concentration of total RNA was accurately determined in repeated measurements using the NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies) and the Agilent 2100 Bioanalyzer (Agilent Technologies). Subsequently, cDNA was synthesized from total RNA using the SuperScript II Reverse Transcriptase Kit (Invitrogen/Thermo Fisher Scientific) according to the supplier’s instructions.

Quantitative real-time PCR was performed using the LightCycler 480 Real-Time PCR System (Roche Diagnostics GmbH, Grenzach-Wyhlen, Germany) and SensiFAST SYBR No-ROX One-Step Kit (Bioline GmbH, Luckenwalde, Germany). The reaction mix contained 6 µl of 2 × SensiFAST SYBR No-ROX Mix (Bioline GmbH), 10 µM of each primer (see Table 1) and a cDNA equivalent of 75 ng total RNA (for the measurement of *CKM2, FDPS, GAMTb, IGF1, SAA5, STEAP4, TLR8a1*), 20 ng total RNA (*IL1B*), 10 ng total RNA (*CXCL8, TNF*), or 8 ng total RNA (*IRGA2B, CSF3R, IGM, TCR*). The temperature profile was as follows: initial denaturation step at 95°C for 10 min followed by 40 cycles with 15 s denaturation at 95°C, 10 s annealing at 60°C, and 20 s extension time at 72°C. The relative transcript amounts of the target genes were calculated and normalized against the reference gene *RPL9* (43) with the GeNorm stability value M = 0.43 and the coefficient of variation, CV = 0.15. The specificity of the primers was tested in a separate PCR experiment; the respective PCR products were sequenced, and the identity was verified using the BLAST algorithm. Quantitative PCR data were calculated using the qbase + software (Biogazelle, Ghent University, Belgium). The statistical significance was assessed using one-way analysis of variance (ANOVA) and is represented with “+” for *p* ≤ 0.05 and with “*” for *p* ≤ 0.01. The heat map displaying qRT data of *SAA5, IL1B, CXCL8*, and *TNF* was generated using the heatmap.2 function of the gplots R package.

**Table 1:** **Gene-specific quantitative real-time PCR primers used in this study**.

Gene symbol	GenBank accession #	Forward (5′–3′)	Reverse (5′–3′)	Amplicon length (bp)
**Validation of the array-predicted differential expression**				
*CKM2*	LN612738	CGTCTGCAGAAGCGTGGCAC	TGCTGTCGATGGCCTCTCCC	181
*FDPS*	Unpublished	TAGTTTGGACTGTGAGTGATCCT	GATGACATGATATTCCCAGTTTGA	156
*GAMTb*	LN612737	CTGAAGCCCAGTGGCGTTCT	GGTTGTGGTGCTAATCATCTCC	156
*IGF1*	LN812808	TATTGTGGACGAGTGCTGCTTC	CTCTGTCGACGCTTTGCACTG	163
*SAA5*	LN624222	TTCCCTGGTGAAGCTGCTCGA	TGACTCCTGCTGCCCACCTG	157
*STEAP4*	LK054751	GGCTTCCTTCCTGCAGCTCTA	TCAGTGACCCAGAACATCAGATA	177
*TLR8a1*	LN610596	ACCGGCTTTGAAAGTACTGA	CGTCCCTCTCTTTCCATAATGTG	134
**Validation of the identity of leukocyte populations**				
*IRGA2B*	Unpublished	GACAAGCAAGCATAAACAACTATC	TGCAGTTATAGGGAGTAAAACAAG	157
*CSF3R*	Unpublished	ACAGCCACTCCTGGAGGACG	GCCAAAGCCCTAAGCAAGGGA	177
*IGM*	Unpublished	AATTCCAATTCATTGAGCCAACTC	TCCCTCACGTTCGTCATATTCTT	158
*TCR*	Unpublished	GTAAAAGATGACATTGCAGGTGAA	CAACGATCACAACAGAACTGAAG	151
**Cytokine profiling in stimulated head kidney leukocytes**				
*IL1B*	LN624221	AAGGACAAGGACCTGCTCAACT	ACCCAGCTCTTGTTCTCAGAGT	160
*CXCL8*	LN624218	CTGAGGGGATGAGTCTGAGAG	ATCTCCTGACCGCTCTTGCTC	168
*TNF*	Unpublished	GATACCCACCATACATTGAAGCA	ATTTGGTTCCCCTGTAGCTCGA	162
**Reference gene**				
*RPL9*	HE984307	ACCACATCAACCTGGAACTCA	CGCATCTTGTAACGGAAACC	162

## Results

### Crowding Stress Induces Immune Pathways in the Liver and Kidney of Whitefish

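The liver and kidney of maraena whitefish kept at 10 (LD), 33 (MD), 60 (ED) and 100 kg/m³ (HD) were each measured on 8 arrays, and the spleen on 4 arrays (MD and ED only). Every array held RNA pooled from 7 fish, and 2 pools stood for each tissue at each density, so that the error given beside a value is the spread between pools. The probes were designed on salmon sequences: 22.8% to 36.4% of the 61657 gene spots on an array were well above background, and no spot was saturated. Immune, muscle, erythroid and tubule genes alike were read as the log2 signal less the 75th percentile of the array, and the log2 fold change of HD, ED or LD over MD, with its standard error (SE), came from limma with the 4 densities of a tissue fitted together. A gene is said to have risen or fallen where limma's adjusted p was under 0.05 and the fold change over 1.5; with 2 pools against 2, a permutation test of a single gene cannot give a p below 0.333. The kidney MD arrays had the highest mean signal of the negative controls among kidney arrays (85.4 and 77.6, against 44.6 to 57.2 at the other densities) and the fewest spots above background (25.4% and 26.2%). Among liver arrays the HD pools did (64.0 and 50.8, with 22.8% and 25.6% of spots). Both kidney replicates of a number lay on their own slide, so each kidney comparison can also be made within a slide; the liver HD and LD arrays shared a slide and the liver MD and ED arrays another.

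**Figure D1:**
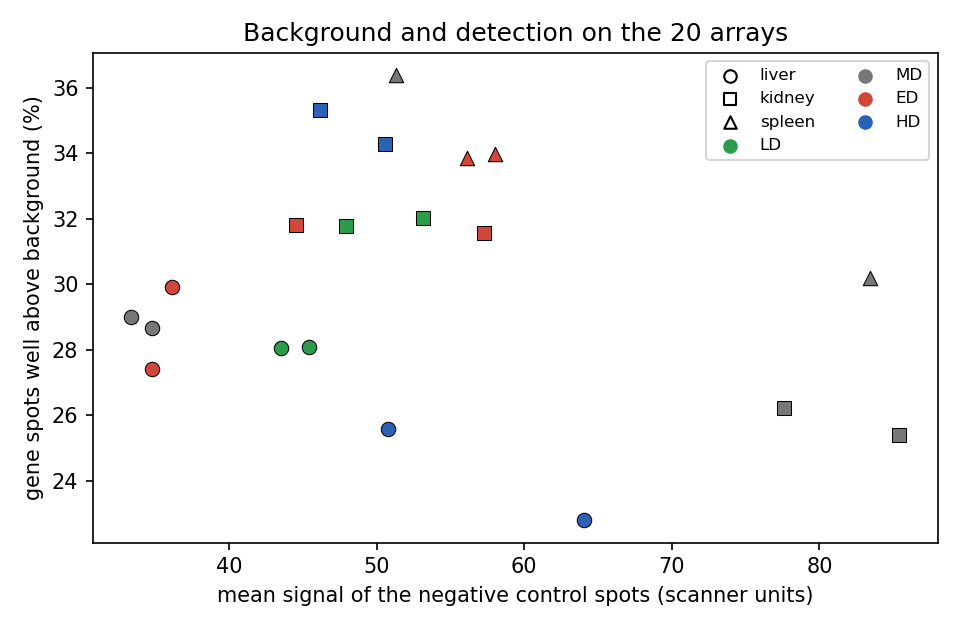
Mean signal of the negative control spots (x axis, intensity) and percentage of gene spots well above background (y axis) of the 20 arrays, with 1 point per array, the marker for the tissue and the colour for the density. The kidney MD arrays lie at 25.4% and 26.2%, below the other 6 kidney arrays.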

The microarray technology was used to record the global expression changes induced by different SDs in the liver and kidney of maraena whitefish. Only annotated genes (between 85 and 100% of all regulated features) with an absolute FC > 1.5 and corrected *p*-values < 0.05 were considered.

In the liver, 357 genes were affected by HD conditions (168 up- and 189 downregulated genes relative to MD), while only 6 and 3 genes were differentially expressed under ED and LD conditions, respectively (Figure 1A). 

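Fibrinogen gamma (FGG, blood clotting) was 3.71-fold higher in the liver of HD fish than of MD fish (log2 fold change 1.89 ± 0.21, SE) and the matrix metalloproteinase MMP13, which degrades extracellular matrix, 4.21-fold higher (2.07 ± 0.27). The cell division genes CDC2 and UBE2C were lower, with log2 fold changes of −1.51 ± 0.43 and −1.09 ± 0.18. In HD against LD, on one slide, FGG was at 0.87 ± 0.21, MMP13 at 2.72 ± 0.27, CDC2 at −1.21 ± 0.43 and UBE2C at −0.74 ± 0.18, and FGG was 1.02 ± 0.21 higher at LD than at MD. For all 4 genes both HD pools lay beyond both MD pools, which chance gives in 33.3% of genes, and limma's adjusted p was 0.112 for FGG and MMP13, 0.198 for CDC2 and 0.123 for UBE2C, so none of them passed. Over the 15470 liver probes tested, limma called 0 in HD, 0 in ED and 0 in LD against MD, while 2780, 649 and 1626 had an unadjusted p under 0.05. In liver HD vs MD, the count was 706 (344 up, 362 down) with all 20 arrays in one fit, 405 with the 16 liver and kidney arrays in one fit, 10 after normexp background correction and 8 with an intensity trend; it was 3 without HD replicate 1 and 8 without HD replicate 2. The MD and HD liver arrays lay on different slides, so slide and density cannot be told apart there; within a slide, liver HD vs LD gave 0 calls (2320 at an unadjusted p under 0.05), but 3 without HD replicate 1 and 114 without HD replicate 2.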

As opposed to that, the number of differentially expressed genes in the kidney was clearly higher under HD (396 up- and 507 downregulated genes), ED (102 up- and 207 downregulated genes), and LD (11 up- and 192 downregulated genes) conditions compared with MD (Figure 1B). 

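In the kidney of HD fish, serine dehydratase (SDS, which breaks down serine) rose at least 26.4-fold over MD. A rhomboid-like protease (LOC106564910) rose at least 9.92-fold. Neither was above background at MD. The bound raises an MD pool that lies below the lowest signal marked above background on its array to that signal. For both genes it equals the fitted fold change (log2 4.72 and 3.31), so it is no more cautious than the fit. The chemokine receptor CCR3 and the tyrosine kinase FES of myeloid cells rose at least 3.37-fold and 3.31-fold, again the fitted values (log2 1.75 and 1.73). Inositol monophosphatase 1 (IMPA1, inositol recycling) fell at every density, by 2.16 ± 0.13 on the log2 scale at HD, 2.11 at ED and 2.09 at LD, and CCDC136 fell at least 6.79-fold at HD. LOC106564910 also rose at ED (at least 8.49-fold) and LD (at least 7.89-fold). These bounds hold for the deposited background subtraction: after normexp, in kidney HD vs MD, SDS was at 1.66, LOC106564910 at 0.90, CCR3 at 0.65, FES at 0.41 and CCDC136 at −1.26 on the log2 scale, and averaged over all probes of the gene IMPA1 was at −0.37. Of the 17555 kidney probes tested, limma called 25 at HD (18 up, 7 down), 6 at ED (3 up, 3 down) and 3 at LD (1 up, 2 down), with 4019, 2359 and 1269 at an unadjusted p under 0.05; 24 genes stood behind the 25 probes. Adjusted p was 0.0103 for SDS, LOC106564910 and IMPA1 at HD, 0.0129 for LOC106564910 and IMPA1 at ED and 0.024 at LD; it was 0.0375 for CCR3, 0.0334 for FES and 0.0234 for CCDC136. All called probes changed more than 1.5-fold the same way on both slides (SDS log2 fold change 4.37 and 5.07, IMPA1 −2.22 and −2.10 at HD), and with slide as a block 15 were called at HD, 12 of them among the 25 (CCR3 with an adjusted p of 0.0435, while FES missed the threshold at 0.0615; ranges 0.00037 to 0.247 and 0.00037 to 0.168), but 0 at ED and 0 at LD. The calls rest on few arrays: 1 was called at HD without HD replicate 1 or without HD replicate 2, and 10 without MD replicate 2; at ED the count was 18 without MD replicate 1, 1 without ED replicate 1 or 2 and 0 without MD replicate 2, and at LD 13 without MD replicate 1 and 0 without any other array. SDS kept its call at HD without any 1 array, whereas LOC106564910, IMPA1 and CCDC136 missed the threshold without HD replicate 1 (adjusted p 0.113, 0.113 and 0.126) or HD replicate 2 (0.117, 0.117 and 0.168), and CCR3 and FES missed it without any 1 of the 4 arrays (0.0733 to 0.247). The 3 contrasts share the MD arrays: 2 probes (IMPA1 and LOC106564910) passed in all 3, and 6 in more than 1, where simulated unchanged groups with shared controls gave 0.02, and the log2 fold changes of HD and ED had a covariance across probes of 0.210, against 0.0503 simulated. If all contrasts were independent, 0.00308 probes called up and 0.00120 called down in both HD and ED would be shared by chance. The simulation drew every group around the MD mean with independent noise and no changed probe. A fault common to both MD arrays was not simulated, so the excess over it cannot tell such a fault from a shared response. Of the 25 probes, 12 were not above background on either MD array and 4 on neither HD array, and the MD arrays were those with the fewest spots above background.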

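Lysozyme (LYZ), the transcription factor CEBPB and the tumor necrosis factor-induced TNFAIP2 rose in the kidney of HD fish and were higher in their liver too, where they did not pass limma's test. Of the 12 probes called in the kidney at HD and also tested in the liver, 7 had the same sign in the liver and 5 of the 12 an unadjusted p under 0.05 there. No probe passed in both organs, since limma called 0 in the liver. With all 20 arrays in one fit, 666 liver and 171 kidney probes passed among the 13983 tested in both organs, and 27 passed in both, where independent calls would give 8.14; LYZ, CEBPB, TNFAIP2, the actin-bundling LCP1 and, lower in both, the cap-binding protein EIF4E2 were among them. Of these, 14 were higher in both organs, 4 lower in both and the remaining 9 opposite; a single fit uses the same residual spread of a probe for both organs, so the calls are not independent and the excess does not measure a shared response. The LCP1 probes disagree: another one was 0.97 higher in the kidney and at −0.72 in the liver. Across all 13983 probes the log2 fold changes of liver and kidney had a correlation of 0.077, computed across genes, which are not independent replicates, and 52.0% had the same sign. At ED and LD, limma likewise called 0 probes in the liver (649 and 1626 at an unadjusted p under 0.05), so none could be shared.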

The liver and kidney shared 53 differentially expressed genes in the HD group, while sets of differentially expressed genes neither from LD nor from ED groups showed overlaps across the two selected tissues (Figure 1C).

**Figure 1:**
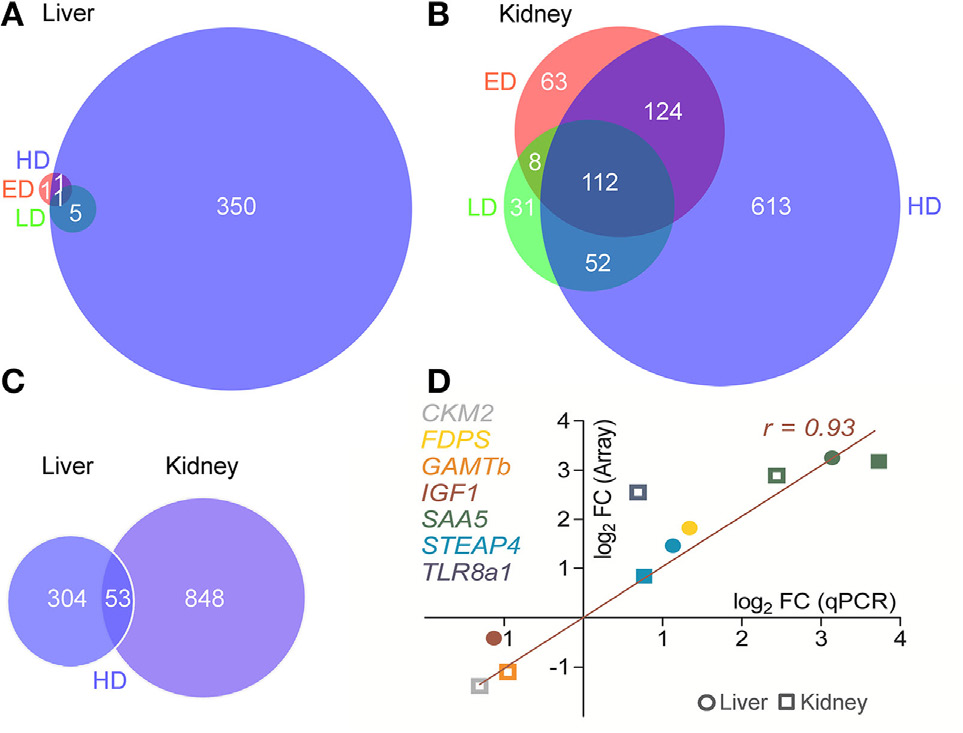
**Venn diagrams show the overlap in differentially expressed genes at different stocking densities (SDs) in the (A) liver and (B) kidney of maraena whitefish kept at low density (green), elevated density (ED) (red), and high density (HD) (blue) each compared with moderate density (MD) conditions**. The intersections indicate the number of genes affected by more than one SD. Criteria for significance were a total fold change (FC) > 1.5 and a corrected *p* < 0.05 of annotated, non-redundant features. **(C)** In a subsequent analysis, the sets of differentially expressed genes of HD vs. MD treatment were compared between liver and kidney. **(D)** The concordance of array (ordinate) and quantitative real-time PCR (abscissa) FC values for selected genes (as listed on the right) were plotted for ED vs. MD (open symbols) and HD vs. MD (filled) comparisons in the liver (circular) or kidney (squared). Pearson’s correlation is indicated.

The full complement of microarray data is available in the Gene Expression Omnibus database (GEO accession: GSE76543). Quantitative RT-PCR was used to validate the array-predicted expression differences of a select panel of whitefish genes publicly available at GenBank, that is, *CKM*, variant 2; *FDPS*; *GAMT*, variant b; *IGF1*; *SAA5*; *STEAP4*; and *TLR8*, variant a1 (Table 1; Figure 1D). 

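On the arrays, farnesyl diphosphate synthase (FDPS, a step of cholesterol synthesis) was 1.61 ± 0.38 higher on the log2 scale in the liver of HD fish than of MD fish, and the growth factor IGF1 lower, at −1.37 ± 0.31. The metalloreductase STEAP4 was higher in both organs at HD, by 1.49 ± 0.34 in the liver and 0.97 ± 0.24 in the kidney (another probe). In the kidney, muscle creatine kinase CKM2 was lower (−1.67 ± 0.41 at HD, −1.47 ± 0.41 at ED), the creatine-synthesizing GAMT was lower at ED (−1.24 ± 0.23), and the RNA receptor TLR8 was higher at HD (1.34 ± 0.29), with 1 of 2 MD arrays above background. Of 18 skeletal muscle markers 11 were lower at HD, among them parvalbumin PVALB at −3.72 ± 1.15 and troponin TNNT3 at −3.21 ± 0.93, and 8 of the 18 were higher within the first slide; the list passed camera (adjusted p 0.0434), but adjusted p = 0.587 with an estimated correlation and 0.0855 with slide as a block (range 0.0065 to 0.34). Serum amyloid SAA5 was 2.29 ± 0.41 higher in the kidney at ED. None of these passed limma's test: adjusted p was 0.171 (FDPS), 0.169 (IGF1 and liver STEAP4), 0.102 (kidney STEAP4 and CKM2 at HD), 0.204 (GAMT), 0.0827 (TLR8), 0.139 (PVALB), 0.126 (TNNT3) and 0.186 (SAA5 at ED). Within the kidney slides, CKM2 at HD was −0.93 and −2.41, TLR8 1.77 and 0.90, STEAP4 0.59 and 1.34 and GAMT at ED −1.23 and −1.24, each in slide order; SAA5 at ED was higher on both, by 2.78 on the second. Over the settings, PVALB at HD lay between −5.67 and −1.77 and TNNT3 between −4.84 and −1.58. For GAMT at HD another, brighter probe gave −0.87 ± 0.33 (adjusted p 0.195). The genes were picked by the study on these samples and their published values were seen before, so they are not an independent choice.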

Student’s *t*-test validated a significantly different expression (*p* < 0.05) for all selected genes, except for *IGF1* (*p* = 0.07). Accordingly, profiles across all target genes revealed a high concordance (Pearson product-moment correlation coefficient, *r* = 0.93; coefficient of determination, *r*^2^ = 0.87).

Assigning differentially expressed genes to functional groups revealed that numerous stress-related signaling pathways were activated in the liver and kidney under ED and HD conditions (Table 2), such as *ERK/MAPK, mTOR, glucocorticoid receptor, SAPK/JNK*, and *JAK/Stat signaling*, as well as *p38* and *p53 signaling*. Moreover, several stress-relevant effector pathways were found to be overexpressed, including *glycolysis, gluconeogenesis, glycogen degradation*, and *ascorbate recycling*. 

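The cytokine-induced kinase PIM1 was at least 2.46-fold higher in the liver of HD fish than of MD fish, where no pool was above background (log2 fold change 1.30 ± 0.21; 0.52 after normexp in place of the deposited background subtraction). In the kidney at HD, the cochaperone DNAJB1 was higher by 2.45 ± 0.46 and HSP70 lower at −0.95 ± 0.17; among genes that respond to glucocorticoids, CRISPLD2 was higher by 1.22 ± 0.27 and the metal-binding metallothionein MTA lower, at −1.44 ± 0.39. On the kidney slides these were 2.17 and 2.73 (DNAJB1), −0.77 and −1.13 (HSP70), 1.55 and 0.90 (CRISPLD2), and −1.17 on the second slide for MTA, with a lower value on the first. None passed limma's test over all probes (adjusted p 0.129 for PIM1 and 0.0726 to 0.116 for the others); adjusted over the list alone, all 5 did. As lists, the genes of stress kinase and JAK/STAT signaling did not differ from other genes by camera with a preset correlation of 0.01: 16 of 25 were higher in the kidney at HD (camera adjusted p 0.637; 0.741 with slide as a block; medians of 0.22 and 0.02 within the slides) and 15 of 25 at ED (0.984; 0.875 with slide as a block). In the liver, 9 of 22 were higher at HD (median −0.10, though camera's direction was up; adjusted p 0.66) and 12 of 22 at ED (0.599). Of 13 glucocorticoid-responsive genes, 7 were higher in the kidney at HD (0.951; 0.799 with slide as a block; slide medians −0.07 and −0.04) and 5 in the liver (0.834), with a median and a camera direction that differ in sign in the kidney and a median and a mean that do so in the liver. The heat shock list did not differ either (9 of 15 higher in the kidney, 0.868, or 0.749 with slide as a block and slide medians of −0.12 and 0.38; 8 of 14 in the liver, 0.38). Camera tests a shift of a list in 1 direction, which is not what the paper's pathway test measures.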

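In the kidney of HD fish, the glycolytic enzymes PGAM1 and ENO1 were higher than at MD, by 1.55 ± 0.20 and 1.04 ± 0.14 on the log2 scale, whereas the muscle form PGAM2 was lower, at −2.92 ± 0.74. These differences held their direction on both slides (PGAM1 1.45 and 1.65, ENO1 1.02 and 1.06, PGAM2 −1.72 and −4.12). None passed limma's test over all probes (adjusted p 0.0529 for PGAM1 and ENO1, 0.104 for PGAM2); adjusted over the list alone, 4 of the 19 genes of glycolysis and gluconeogenesis were up and 5 down. As a list they went both ways, with 10 of 19 higher at HD (camera adjusted p 0.951; 0.771 with slide as a block; slide medians 0.03 and 0.00), 7 of 19 at ED (0.21) and, in the liver, 8 of 18 at HD (0.793; median −0.08, mean 0.03). Within the slide that held the liver HD and LD arrays, the gluconeogenic FBP1 was 3.49-fold higher at HD (adjusted p 0.241) and, of the 5 genes of glycogen degradation, 4 were lower: glycogen phosphorylase PYGB was at least 2.64-fold lower (log2 −0.26 after normexp) and PGM1 was at −0.53 ± 0.19. That list passed camera in HD against LD (adjusted p 0.0355; adjusted p = 0.321 with an estimated correlation), but not without LD replicate 1 (0.0945) or HD replicate 2 (0.206), and it ranged from 0.0251 to 0.242 over 10 settings. Against MD, all 5 were lower in the liver at HD (0.242), and 4 of 5 were higher in the kidney (0.602; 0.596 with slide as a block; slide medians 0.65 and 0.44).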

The induction of a glycolytic pathway is, however, not supported by the measured plasma glucose levels, showing no significant differences in the four sets of fish exposed to the different SD conditions (data not shown).

**Table 2:** **Potential stocking density (SD)-induced Ingenuity pathways (*p* < 5.0E−2) regulated in whitefish held at ED or HD compared with MD conditions**.

Canonical pathway	*p*-Value	*z*-Score	SD^a^	Involved DE genes^b^
**Overexpressed in liver**				
ERK/MAPK signaling	1.5E−4	0.91	HD	11 (187)
p53 signaling	4.0E−3	0	HD	6 (98)
JAK/Stat signaling	2.5E−2	0	HD	4 (72)
p38 MAP kinase signaling	3.4E−2	0.45	HD	5 (117)
**Overexpressed in kidney**				
Glycolysis	2.2E−4	0	ED	11 (25)
Glycolysis	3.8E−10	0	HD	4 (25)
Glucocorticoid receptor signaling	5.5E−4	0	ED	11 (275)
Glucocorticoid receptor signaling	3.1E−6	0	HD	28 (275)
Gluconeogenesis	3.3E−3	0	ED	3 (25)
Gluconeogenesis	7.6E−9	0	HD	10 (25)
Glycogen degradation	1.4E−5	0	HD	5 (12)
JAK/Stat signaling	2.7E−4	1.27	HD	10 (72)
Stress-activated protein kinase/JNK signaling	6.1E−4	1.27	HD	11 (94)
p38 MAP kinase signaling	3.6E−3	1.00	HD	10 (117)
Glutamate degradation	3.9E−3	0	HD	2 (3)
HIF1-alpha signaling	4.0E−3	0	HD	10 (102)
Ascorbate recycling	4.8E−2	0	ED	1 (4)

*^a^Treatment ED (elevated density) or HD (high density) compared with MD (moderate density)*.

*^b^1.5 > FC < −1.5; corrected p < 0.05; the total number of pathway-involved genes is given in brackets*.

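Myeloid genes were higher at HD than at MD in both organs: 10 of 13 on the list in the liver (median log2 fold change 0.64) and 19 of 21 in the kidney (median 0.74), where the granulocyte transcription factor CEBPA was at least 2.73-fold higher (log2 0.28 after normexp) and MMP13 1.99 ± 0.57 higher. Genes of proinflammatory and NF-κB signaling were higher in 10 of 11 cases in the kidney, among them the inhibitor NFKBIE (at least 2.33-fold; log2 0.37 after normexp) and the interleukin-1 receptor IL1R1 (0.96 ± 0.21), and in 5 of 7 in the liver, with the inhibitor NFKBIA at 1.21 ± 0.32 (0.34 ± 0.32 in HD against LD on one slide). Complement genes were higher in 11 of 15 cases in the liver and 9 of 12 in the kidney; the mannose-binding lectin MBL2, which starts the lectin pathway, was higher by 0.79 ± 0.20 and 1.11 ± 0.25, and C1QB and C7 were 0.85 ± 0.25 and 0.76 ± 0.17 higher in the kidney. Acute phase genes were higher in 8 of 9 cases in the liver, with the pentraxin TCBP at 2.16 ± 0.65. No gene named up to here in this paragraph passed limma's test on its own (adjusted p 0.179 to 0.208 in the liver, 0.0661 to 0.126 in the kidney). The complement component C3 went apart in the organs, with a probe at −1.27 in the kidney and 0.62 in the liver. That probe passed limma's test for a difference between the organs (adjusted p 0.0473). Adjusted over the list alone, 5 myeloid, 4 acute phase, 3 complement and 0 proinflammatory genes rose in the liver (0 of each over all probes), and 12 myeloid, 8 proinflammatory and 3 complement genes rose and 1 proinflammatory gene fell in the kidney (2 myeloid and 1 proinflammatory over all probes). In the liver, camera's adjusted p was 0.000342 (myeloid), 0.0041 (acute phase), 0.0123 (complement) and 0.0288 (proinflammatory), and adjusted p = 0.268 with an estimated correlation for all 4; in the kidney it was 8.6e-07, 7.11e-05 (proinflammatory) and 0.0486 (complement), and adjusted p = 0.487, 0.487 and 0.587 with an estimated correlation. In HD against LD on one liver slide, camera gave 0.00103, 0.0133, 0.00372 and 0.0133 in that order (adjusted p = 0.205, 0.321, 0.205 and 0.294 with an estimated correlation); the acute phase and proinflammatory lists did not pass without LD replicate 1 (0.0535 and 0.0557) or HD replicate 2 (0.122 for both), and after normexp only the myeloid list did (0.684 for acute phase, 0.134 for complement, 0.202 for proinflammatory). With slide as a block, the kidney lists gave 3.87e-06, 0.00011 and 0.0634, with slide medians of 0.95 and 0.44 (myeloid), 0.92 and 0.58 (proinflammatory) and 0.20 and 0.69 (complement). Over 10 settings the myeloid list ranged from 2.27e-05 to 0.0262 in the liver and 8.7e-13 to 0.000181 in the kidney; without liver HD replicate 2 the acute phase (0.0628), complement (0.0802) and proinflammatory lists (0.204) did not pass, and kidney complement did not without MD replicate 2 (0.34) or HD replicate 2 (0.275), ranging from 0.000326 to 0.34. LECT2 stands on both the acute phase and the myeloid list. TNF is not among the 11 proinflammatory genes of the kidney list. Its probe was lower there at HD (log2 −3.27, limma adjusted p 0.0871). Markers of other cells moved in the same kidney comparison: 9 of 10 nephron and tubule, 9 of 12 erythroid and 11 of 18 muscle genes were lower.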

A high number of 43 out of 168 upregulated genes in the liver (~26%) and 80 out of 396 upregulated genes in the kidney (~20%) from fish kept at HD (compared with MD fish) were related to immunological processes. Particularly worth mentioning here is the strong upregulation of a chemotaxin-encoding gene (*LECT2*) in the liver (23.6-fold), an acute-phase gene encoding serum amyloid protein A-5 (*SAA5*) in the in liver (8.8-fold) and kidney (13.3-fold), a lysozyme-encoding gene (*LYZ*) the liver (3.5-fold) and kidney (8.6-fold), the complement factor-encoding genes *C7* (7.6-fold) and *C1Q*-like (4.0-fold) in the liver, a cytokine-encoding gene (*CCL19*) in the liver (4.9-fold), and a transcription factor-encoding gene (*CEBPB*) in the liver (2.4-fold) and kidney (3.9-fold). On the other hand, genes encoding antiviral effectors such as the myxovirus resistance factor (MX1) and the influenza virus-binding protein IVNS1ABP were about two-fold downregulated in the kidney. 

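The chemotaxin LECT2 was 38.9-fold higher in the liver of HD fish than of MD fish (log2 fold change 5.28 ± 0.97), the acute-phase protein SAA5 14.0-fold (3.81 ± 0.58), complement C7 11.2-fold (3.49 ± 0.75), the chemokine CCL19 10.7-fold (3.42 ± 0.88), C1QL 6.27-fold (2.65 ± 0.73), the bacteriolytic LYZ 4.71-fold (2.24 ± 0.24) and the transcription factor CEBPB 2.83-fold (1.50 ± 0.18). In the kidney, LYZ rose 6.75-fold (2.75 ± 0.23), CEBPB 4.21-fold (2.07 ± 0.17) and LECT2 by 1.79 ± 0.15 on the log2 scale, and SAA5 was 11.0-fold higher (3.46 ± 0.41). The kidney increases of LYZ, CEBPB and LECT2 passed limma's test with an adjusted p of 0.0234 and SAA5 did not, at 0.0509; in the liver none of the 7 genes passed (0.112 for LYZ and CEBPB, 0.123 for SAA5, 0.148 to 0.193 for the others). Every HD pool was above every MD pool for each gene and tissue. On the kidney slides, LYZ was 2.49 and 3.02, CEBPB 2.07 and 2.07, LECT2 1.87 on the first and over 1.5-fold on both, and SAA5 2.82 on the first and more on the second; with slide as a block the adjusted p was 0.0393 for the first 3 and 0.0615 for SAA5, against ranges over 21 settings of 0.000115 to 0.174 (LYZ), 7.1e-05 to 0.168 (CEBPB), 0.00037 to 0.248 (LECT2) and 0.000587 to 0.221 (SAA5). Without kidney HD replicate 1 or 2, LYZ, CEBPB and LECT2 missed the threshold in kidney HD vs MD (adjusted p 0.126 without the first, 0.174 for LYZ and 0.168 for CEBPB and LECT2 without the second), as they did without MD replicate 2 (0.0643, 0.0696 and 0.0696), and CEBPB and LECT2 also without MD replicate 1 (0.0841 and 0.0826), while the LYZ difference stayed between 2.49 and 3.02. Within the slide of the liver HD and LD arrays, HD against LD was 4.82 ± 0.97 for LECT2 (adjusted p 0.252), 3.09 ± 0.58 for SAA5 (0.252), 3.33 for C7, 1.88 for CCL19, 1.49 ± 0.24 for LYZ (0.206) and 0.51 for CEBPB. The HD livers spread widely for LECT2 and CCL19, with standard deviations of 1.36 and 1.63 between pools. Other probes of a gene can differ: the brightest CEBPB probe gave 0.30 in the liver and 0.78 in the kidney, and the brightest C7 probe 0.43 in the liver. With all 20 arrays in one fit, 22 of the 23 liver probes of genes that the paper names passed, and 9 of 29 kidney probes; as the study chose these genes on the same samples, this is not independent evidence.

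**Figure D2:**
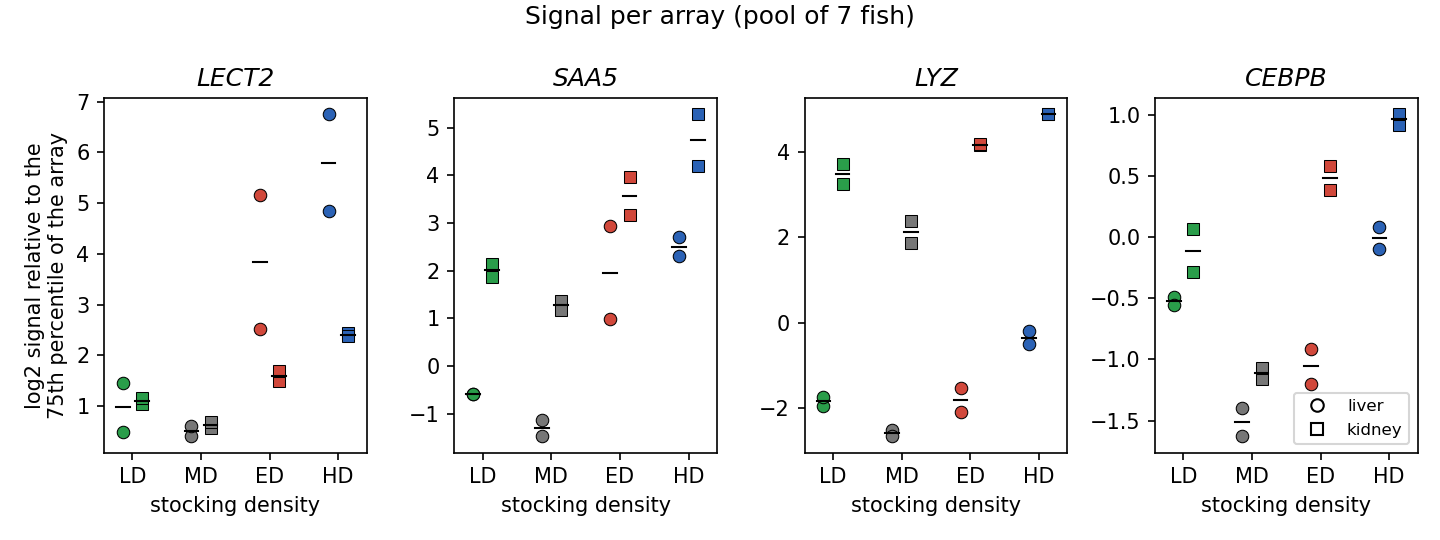
Log2 signal, less the array's 75th percentile, of LECT2, SAA5, LYZ and CEBPB on each liver (circles) and kidney (squares) array at LD, MD, ED and HD, with a bar at the mean of the 2 pools. The HD pools lie above the MD pools for all 4 genes in both tissues.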

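The interferon-induced GTPase MX1, which blocks virus replication, was 0.44 ± 0.45 higher on the log2 scale in the kidney of HD fish than of MD fish by its brightest probe, a difference no larger than its error (limma adjusted p 0.596; 0.67 and 0.21 within the slides). IVNS1ABP was lower at HD, at −0.85 ± 0.22, on both slides (−0.86 and −0.84), and did not pass (adjusted p 0.108; 0.0615 with slide as a block, range 0.0113 to 0.391 over 21 settings). A brighter IVNS1ABP probe gave −0.74. The MX1 probe in the authors' table was above background on 1 of the 8 kidney arrays and was not tested. Among 18 genes of the antiviral interferon response, 8 were higher and 10 lower in the kidney, with a median of −0.00 (camera adjusted p 0.797; 0.914 with an estimated correlation; 0.862 with slide as a block; slide medians 0.16 and −0.08), and adjusted over the list alone 0 passed (0 over all probes). In the liver 6 of 18 were higher (0.452); the interferon-gamma receptor IFNGR1 was higher by 1.65 ± 0.30 and passed when adjusted over the list alone, not over all probes (0.148; range 0.0139 to 0.91 over 20 settings, 4 of which called it). IFNGR1 was as high at LD (1.56 ± 0.30 over MD), and within the slide of the HD and LD livers it differed by 0.09 ± 0.30 (adjusted p 0.91).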

The IPA program was again used to infer which pathways may have been influenced by the regulation of the immune genes regulated in the expression (setting a cutoff *p*-value < 1 × 10^−4^). Eight immune pathways were identified as activated at HD in the liver; 4 and 13 immune pathways were activated at ED and HD in the kidney, respectively (Table 3). Correlating with the comparatively low number of downregulated immune genes, only a few immune pathways were inhibited, such as *CD40 signaling* in the liver of fish kept at HD (Table 4).

**Table 3:** **Activated immune-relevant Ingenuity pathways (with *p* < 1.0E−4) induced in whitefish held at ED or HD compared with MD conditions**.

Canonical pathway	*p*-Value	*z*-Score	Stocking density^a^	Involved DE genes^b^
**Overexpressed in liver**				
Acute-phase response signaling	1.3E−10	2.67	HD	18 (169)
Protein kinase C-θ signaling in T lymphocytes	4.0E−6	0.30	HD	11 (118)
Interleukin-6 signaling	1.2E−5	1.27	HD	10 (116)
Complement system	1.9E−5	1.34	HD	7 (37)
Phosphoinositide 3-kinase signaling in B lymphocytes	2.8E−5	1.00	HD	10 (128)
iCOS-iCOSL signaling in T helper cells	4.2E−5	0.82	HD	9 (108)
B cell receptor signaling	8.0E−5	0.30	HD	11 (174)
CD28 signaling in T helper cells	8.6E−5	0.82	HD	9 (118)
**Overexpressed in kidney**				
Production of nitric oxide and reactive oxygen species in macrophages	1.3E−5	0.91	ED	11 (180)
Production of nitric oxide and reactive oxygen species in macrophages	9.3E−9	1.63	HD	25 (180)
Phagocytosis in macrophages and monocytes	1.7E−5	0.71	ED	8 (93)
Phagocytosis in macrophages and monocytes	5.7E−9	1.41	HD	18 (93)
*N*-formyl–methionyl–leucyl–phenylalanine (fMLP) signaling in neutrophils	5.1E−5	1.41	ED	8 (108)
fMLP signaling in neutrophils	1.9E−9	2.98	HD	20 (108)
Interleukin-8 signaling	8.5E−5	1.27	ED	10 (184)
Interleukin-8 signaling	1.5E−8	1.88	HD	25 (184)
CD28 signaling in T helper cells	5.1E−8	1.89	HD	19 (118)
Leukocyte extravasation signaling	6.4E−8	1.46	HD	25 (198)
Tec kinase signaling	2.7E−7	1.41	HD	21 (157)
High-mobility group protein B1 signaling	7.3E−6	1.81	HD	15 (120)
B cell receptor signaling	2.0E−5	0.94	HD	19 (174)
Acute-phase response signaling	4.6E−5	0.50	HD	17 (169)
Chemokine signaling	4.8E−5	0.91	HD	11 (71)
Role of pattern recognition receptors in recognition of bacteria and viruses	5.5E−5	1.94	HD	14 (126)
Interleukin-6 signaling	8.3E−5	1.60	HD	13 (116)

*^a^Treatment ED (elevated density) or HD (high density) compared with MD (moderate density)*.

*^b^1.5 > FC < −1.5; corrected p < 0.05; the total number of pathway-involved genes is given in brackets*.

**Table 4:** **Silenced immune-relevant Ingenuity pathways (with *p* < 5.0E−2) repressed in whitefish held at ED or HD compared with MD conditions**.

Canonical pathway	*p*-Value	*z*-Score	Stocking density^a^	Involved DE genes^b^
**Underexpressed in liver**				
CD40 signaling	5.2E−8	−1.41	HD	10 (65)
NF-κB signaling	3.5E−4	−1.67	HD	10 (173)
Activation of IRF by cytosolic pattern recognition receptors	2.8E−3	−0.45	HD	5 (63)
Tec kinase signaling	3.0E−3	−0.38	HD	8 (157)
Interleukin-17A signaling	3.0E−3	−0.45	HD	5 (64)
OX40 signaling pathway	1.2E−2	−0.45	HD	5 (89)
**Underexpressed in kidney**				
Integrin signaling	1.8E−4	−0.63	ED	10 (201)
Acute-phase response signaling	1.7E−2	−1.00	ED	6 (169)
Dendritic cell maturation	2.6E−4	−0.50	HD	17 (177)
Interleukin-22 signaling	1.5E−3	−1.34	HD	5 (24)

*^a^Treatment ED (elevated density) or HD (high density) compared with MD (moderate density)*.

*^b^1.5 > FC < −1.5; corrected p < 0.05; the total number of pathway-involved genes is given in brackets*.

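Acute-phase genes stood higher in the liver at ED too: LECT2 was 3.32 ± 0.97, SAA5 3.25 ± 0.58 and FGG 1.09 ± 0.21 higher on the log2 scale than at MD, on the same slide; exocrine pancreas markers (7 of 7) and hepatocyte markers (13 of 18) were higher in that comparison too. FGG was likewise 1.02 higher at LD than at MD, on different slides. Limma's adjusted p at ED was 0.964 for SAA5, 0.987 for LECT2 and 0.965 for FGG. In the kidney at HD only 3 of the 5 acute-phase genes tested were higher, LECT2 and SAA5 among them. Of the B cell genes, 6 of 9 were higher in the kidney and 5 of 6 in the liver at HD, with medians of 0.20 and 0.11; of the T cell genes, 5 of 8 were higher in the kidney, and the T helper 2 regulator GATA3 was lower at −0.71 ± 0.17. The liver ED acute-phase list passed camera (8 of 9 higher, adjusted p 1.53e-05, range 1.43e-07 to 0.000223 over 10 settings; adjusted p = 0.202 with an estimated correlation), with 3 genes passing when adjusted over the list alone and 0 over all probes (limma adjusted p 0.964 for SAA5). The kidney acute-phase list at HD did not pass (0.218; 0.289 with slide as a block; median 0.54 on the first slide and higher on the second), nor did the B cell list (0.69; 0.741 with slide as a block; 0.45 and −0.14; 0.371 in the liver) or the T cell list (0.637; 0.741; 0.41 and −0.34), whose median of 0.05 and mean of −0.05 differ in sign. GATA3 had a limma adjusted p of 0.102 over all probes and passed when adjusted over the list alone; on the slides it was −0.57 and −0.84. Against LD, 7 of 8 T cell genes were lower in the HD kidney (camera adjusted p 0.0149; adjusted p = 0.452 with an estimated correlation; 0.0243 with slide as a block, range 0.0129 to 0.12; slide medians −0.21 and −0.48), but the list did not pass without LD replicate 2 (0.12) or HD replicate 2 (0.0996). In the liver, fewer than 5 T cell genes could be tested.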

Four of the activated pathways, *acute-phase response signaling, B cell receptor signaling, CD28 signaling in T helper cells*, and *interleukin-6 signaling*, were shared by the liver and kidney. Accordingly, 10 immune genes were commonly expressed in both tissues of fish exposed to HD (Figure 2A). 

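Adipsin (CFD, a protease of the alternative complement pathway) was 2.25 ± 0.38 higher on the log2 scale in the liver of HD fish than of MD fish and 1.12 ± 0.16 higher in the kidney. The NF-κB subunits NFKB2 and REL were higher by 1.44 ± 0.29 and 1.15 ± 0.28 in the liver and by 0.70 ± 0.16 and 0.79 ± 0.21 in the kidney, the interleukin-1 coreceptor IL1RAP by 1.12 ± 0.36 and 1.06 ± 0.20, the cytokine inhibitor SOCS3 by 1.13 ± 0.24 and 0.67 ± 0.19, and the shared cytokine receptor chain IL2RG by 0.88 ± 0.26 and 0.68 ± 0.14. TNFAIP2 was 1.16 ± 0.16 higher in the liver and rose 2.68-fold in the kidney (1.42 ± 0.16). In kidney HD vs MD, only TNFAIP2 passed limma's test (adjusted p 0.0477; 0.0615 with slide as a block, range 0.00037 to 0.247), and it missed the threshold without MD replicate 1 (0.153), HD replicate 1 (0.126), MD replicate 2 (0.0747) or HD replicate 2 (0.247). Adjusted p was 0.0565 (CFD) to 0.121 (SOCS3) for the others in the kidney and 0.112 (TNFAIP2) to 0.215 (IL1RAP) in the liver, where CFD passed without HD replicate 1 (2.87, adjusted p 0.0477). All 7 genes kept their direction within both kidney slides, NFKB2 with 0.92 and 0.48, REL 0.96 and 0.61, CFD 1.12 and 1.11, TNFAIP2 1.51 and 1.33, IL1RAP 1.14 and 0.98, SOCS3 0.68 and 0.65 and IL2RG 0.61 and 0.75. In HD against LD on one liver slide, CFD was at 1.92, SOCS3 at 1.20, IL1RAP at 0.90, REL at 0.82, NFKB2 and TNFAIP2 at 0.76 and IL2RG at 0.65. The brightest liver probes of NFKB2 and TNFAIP2 gave −0.11 and 0.18, so the probes of these genes disagree. With the probes printed in Fig. 2A and all 20 arrays in one fit, the adjusted p of the 7 liver genes lay between 0.00268 and 0.0382, against up to 0.53 under other settings.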

A network analysis suggested that the expression of these shared immune genes is closely interrelated with the activation of stress-related kinases, above all p38 (Figure 2B). 

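The transcription factor ETS2, a target of MAP kinases, was 3.15 ± 0.75 higher on the log2 scale in the liver of HD fish than of MD fish and 1.17 ± 0.24 higher in the kidney, and the translation repressor EIF4E2 was lower in both, at −1.13 ± 0.20 in the liver and −0.98 ± 0.20 in the kidney (another probe). In the kidney, ETS2 was 1.29 and 1.05 and EIF4E2 −0.92 and −1.04 on the slides. Over the settings ETS2 lay between 1.62 and 4.38 in the liver and 0.21 and 1.38 in the kidney, the lowest liver value being after normexp and the lowest kidney value the mean over all probes of the gene. Neither passed limma's test (adjusted p 0.171 and 0.143 in the liver, 0.0774 for both genes in the kidney, and 0.0615 for both with slide as a block; over 21 kidney settings the range was 0.00676 to 0.57 for ETS2 and 0.00492 to 0.306 for EIF4E2). The ETS2 probes disagree: the brightest gave 1.06 in the liver and −0.76 in the kidney, and the latter is the fall counted when adjusted over the list alone. Within the slide of the HD and LD livers, ETS2 was 2.63 higher and EIF4E2 stood at −0.97.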

A central role has been assigned to interleukin-1 (IL1) as an extensively networked factor.

**Figure 2:**
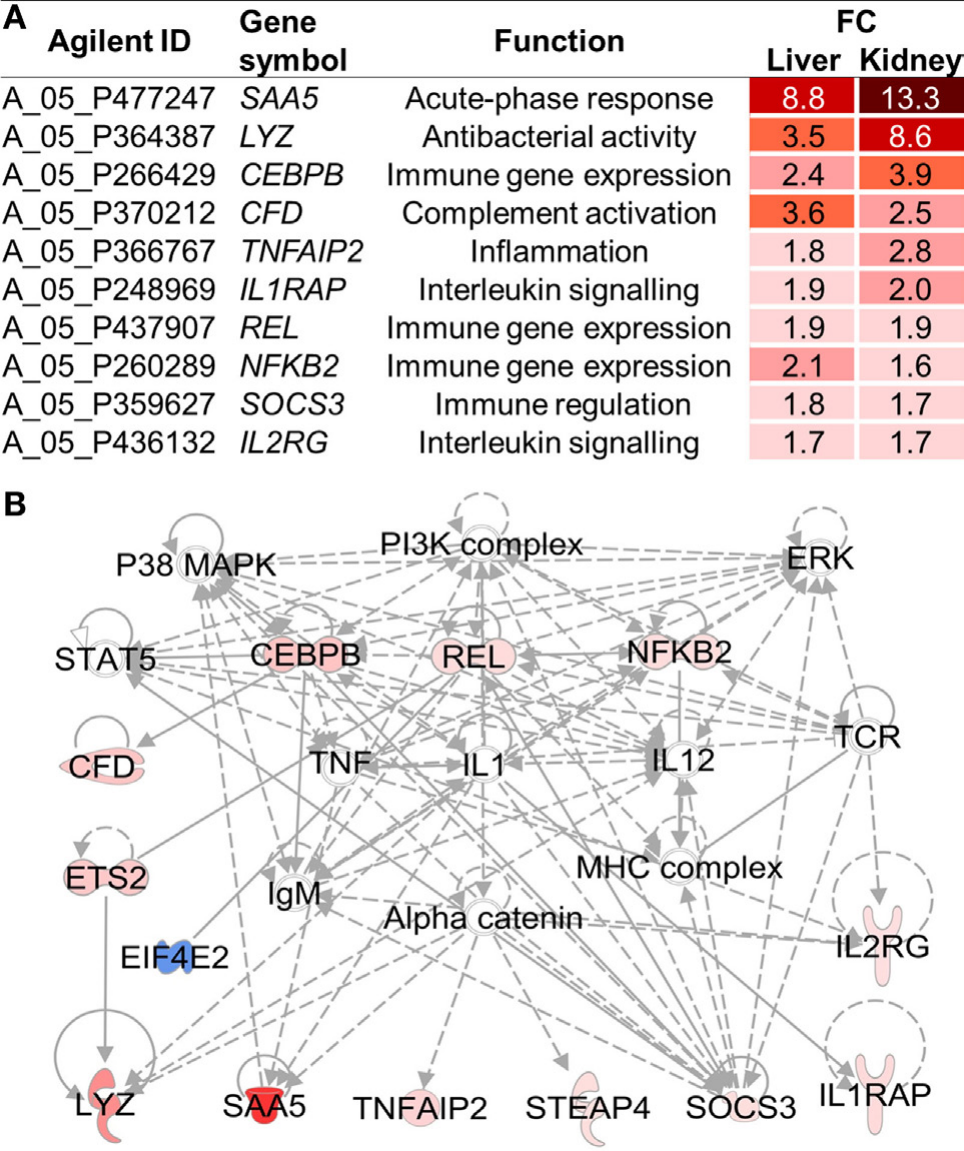
**(A)** Among the 53 high density (HD)-induced genes shared by the liver and kidney (*cf*. Figure 1C), 10 genes were involved in innate immunity, as assessed using the Ingenuity Pathway Analysis program. **(B)** Based on these 53 shared genes, an IPA network was constructed, including all 10 immune genes. Red and blue symbols indicate up- and downregulated genes, respectively, in HD vs. moderate density whitefish. Full and broken lines indicate direct and indirect relationships, respectively. Open and filled arrows represent an influence on translocation and activation as well as protein–protein or protein–DNA interactions, respectively.

### Immune Cell Composition Is Altered in Stressed Whitefish

The composition of blood leukocytes is considered a reliable marker for assessing the immune status during pathophysiological conditions in numerous species across the animal kingdom (44–46). Based on the high number of overexpressed immune pathways as a consequence of increased SD, we hypothesized that adverse husbandry conditions will affect the composition of leukocyte subsets. To prove this hypothesis, we first validated the suitability of the available immunological tools: an established panel of monoclonal antibodies recognizing leukocyte subpopulations in rainbow trout was tested for cross-reactivity with the leukocytes of maraena whitefish. These MAbs included the thrombocyte-specific MAb 42, myeloid cell-specific MAb 30, and MAb 1.14 and MAb N2 recognizing a heavy and a light chain of immunoglobulin IgM, respectively. These antibodies stained leukocyte subpopulations of whitefish similar to those of trout, except for MAb 1.14 (Figure 3). Moreover, the proportion of the cells recognized by each antibody was comparable between the two species: MAb 42 stained approximately 30% of the blood leukocytes (presumably thrombocytes); MAb 30 stained 11–14% of the leukocytes (myeloid cells); MAb N2 stained around 35% in trout and 20% in whitefish (B cells).

**Figure 3:**
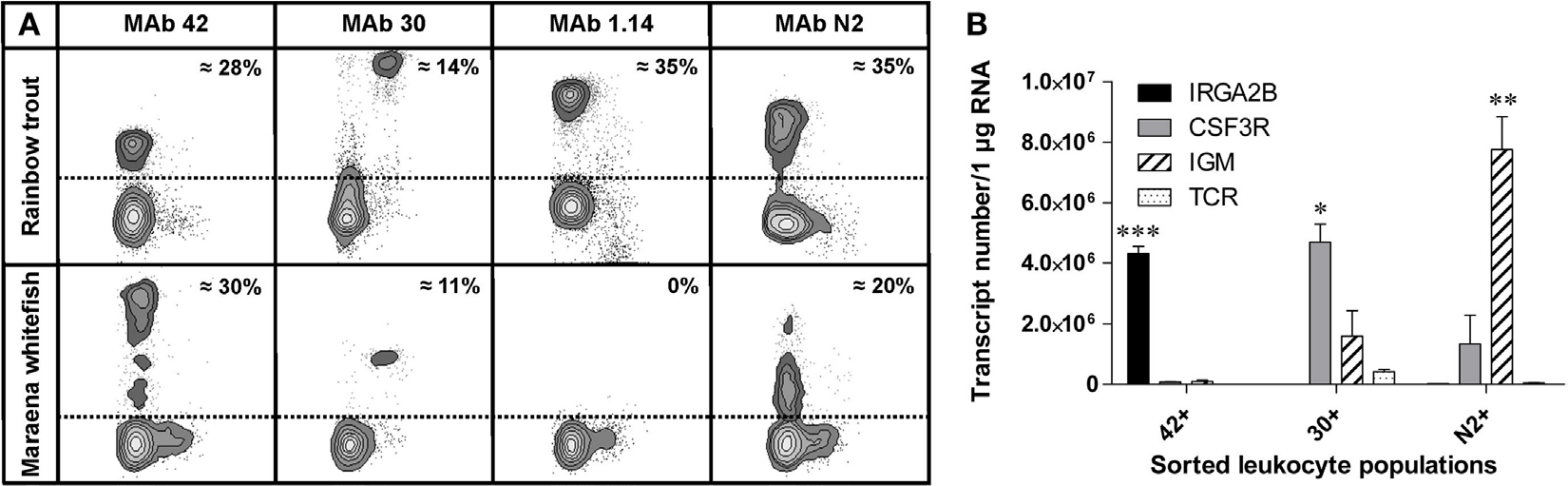
**(A)** Comparison of the staining patterns of the cross-reactive monoclonal antibodies detecting peripheral blood leukocytes of rainbow trout (upper panel) and maraena whitefish (lower panel). PBLs were stained with monoclonal antibodies MAb 42 (thrombocytes), MAb 30 (myeloid cells), MAb 1.14 (B cells; heavy chain of immunoglobulin), and MAb N2 (B cells; light chain). The proportion of each cell population is expressed as the percentage of the number of stained PBLs. **(B)** The copy number of the leukocyte marker genes *IRGA2B*/*CD41* (black bars), *CSG3R*/*GCSFR* (gray), *IGM* (hatched), and *TCR* (dotted) in immune cell populations magnetically sorted with MAb 42, MAb 30, and MAb N2 as indicated. Graphs depict the mean values + SEM (error bars). Transcript numbers significantly different from the other markers are indicated with asterisks, as evaluated by one-way analysis of variance (*p = 0.03; **p = 0.01; ***p = 0.0001).

The identity of the magnetically sorted leukocyte populations was assessed *via* transcription profiling of marker genes encoding *IGM* in B cells, *CSF3R* (alias *GCSFR*) in myeloid cells, and *IRGA2B* (alias *CD41*) in thrombocytes. As expected, the highest level of transcripts encoding *IRGA2B* was detected in the population of MAb 42^+^ cells (thrombocytes), the large granular MAb 30^+^ leukocytes (myeloid cells) expressed the highest levels of *CSF3R*-encoding mRNA, and the highest transcript level of *IGM* was found in the population of MAb N2^+^ cells (B cells) (Figure 3B). Notably, low levels of *IGM* were detected in the population of large granulated leukocytes.

Given that functional set of cross-reactive antibodies, we evaluated the impact of crowding on the composition of the peripheral blood. To this end, blood was sampled from five fish per HD or MD group and analyzed using flow cytometry. The acquired cells were plotted in the forward and the side scatter to estimate the proportion between small cells with low granularity, presumably lymphocytes, and larger granulated cells of myeloid origin. This approach revealed that the PBLs of MD individuals comprise more than 91% lymphocytes, while myeloid cells represent approximately 9% of all gated leukocytes (Figure 4A). This ratio shifted considerably in HD individuals: myeloid cells represented with 52% a majority of all gated PBLs, while the lymphocytes represented 48%. Subsequently, we analyzed the blood composition in greater detail using the MAb repertoire described above. The highest difference between MD and HD groups was detected by the myeloid cell-specific MAb 30 (Figure 4B). Fish kept at HD showed a higher proportion of myeloid cells (50% of all gated cells) compared with fish kept at MD (13%). The proportion of thrombocytes was higher in MD fish (22%) compared with that in HD fish (5%) (Figure 4C), and the proportion of B cells was slightly higher in the MD group (12%) compared with that in the HD group (9%) (Figure 4D).

**Figure 4:**
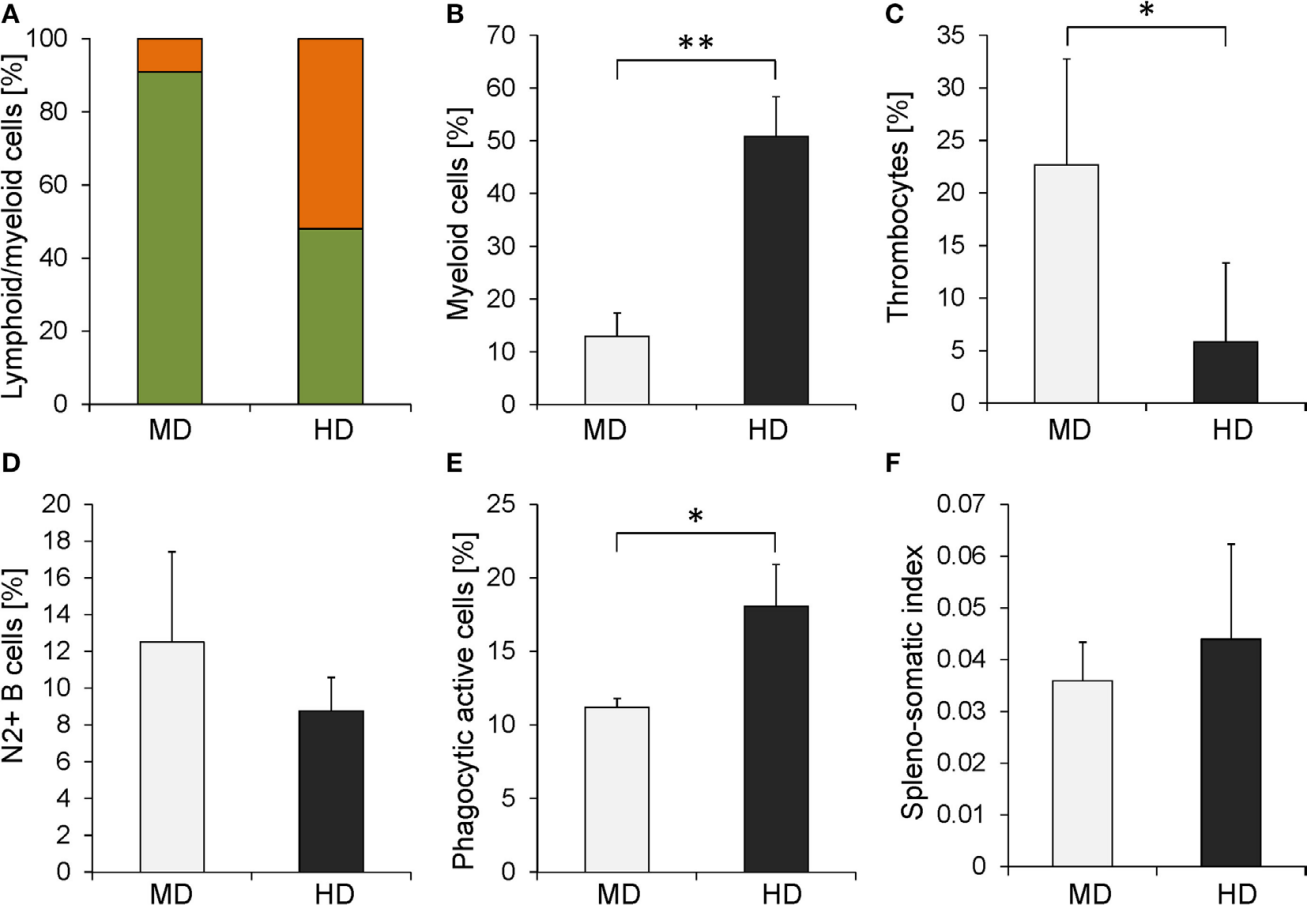
**Comparison of several immunological parameters between whitefish kept at moderate density (MD) (gray bars) and that kept at high density (HD) (black bars)**. **(A)** The ratio between lymphocytes (green filling) and myeloid cells (orange filling) was determined based on size and granularity using flow cytometry. Specific MAbs allowed the quantification of the proportion of **(B)** myeloid cells, **(C)** thrombocytes, and **(D)** light-chain-positive B cells. **(E)** The phagocytic activity of blood leukocytes was assessed using latex bead-based assays. **(F)** SSI was determined for MD and HD individuals. Graphs represent the mean values + stocking density (error bars). Significant changes calculated using one-way analysis of variance are marked with (*) for *p* ≤ 0.05 and (**) for *p* ≤ 0.01.

### Crowding Stress Elevates the Phagocytic Activity of Whitefish Leukocytes

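Genes of phagocytosis and actin remodeling were higher in the kidney of HD fish than of MD fish in 23 of 27 cases, with a median log2 fold change of 0.48; in the same comparison 19 of 21 myeloid markers were higher and 9 of 10 nephron and tubule markers lower. RHOG, a GTPase that drives membrane ruffling, was higher by 1.00 ± 0.22, the actin-severing gelsolin GSN by 0.95 ± 0.21, and CYBB, the catalytic subunit of the phagocyte oxidase, by 0.90 ± 0.24, whereas the GTPase RAC1 was lower at −0.96 ± 0.16. At ED, 24 of 27 were higher, and against LD 23 of 27 were higher at HD, with RHOG at 0.80 ± 0.22 and the actin-binding coronin CORO1A at 0.69 ± 0.18. The list passed camera at HD (adjusted p 4.91e-05, range 3.73e-12 to 0.000381 over 10 settings; adjusted p = 0.487 with an estimated correlation), at ED (2.3e-05; adjusted p = 0.394 with an estimated correlation) and in HD against LD (6.23e-07; adjusted p = 0.244 with an estimated correlation). The fold changes of HD against LD use no MD array, though the MD arrays still enter the spread. With slide as a block it gave 6.19e-05 at HD, 2.37e-05 at ED and 1.57e-06 against LD, with slide medians at HD of 0.57 and 0.39. No member passed limma's test over all probes (adjusted p 0.0694 for RAC1, 0.0827 for RHOG, 0.0835 for GSN and 0.115 for CYBB); adjusted over the list alone, 11 were up and 1 down. On the slides RHOG was 1.25 and 0.76, GSN 1.30 and 0.60, CYBB 1.28 and 0.51 and RAC1 −0.90 and −1.02. In the liver the list did not pass (10 of 21 higher, 0.394).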

Among the IPA-predicted pathways in the kidney of maraena whitefish exposed to increased SD was the *phagocytic activity in macrophages and monocytes* (*z* = 1.41; Table 3), as well as *actin nucleation by ARP-WASP complex* (*z* = 0.83), *regulation of actin-based motility by Rho* (*z* = 0.78), and *phagosome formation* (*z* = 0), indicating enhanced cell locomotion combined with the internalization of foreign material. Isolated PBLs were thus subjected to a phagocytic assay with fluorescent-labeled latex beads mimicking host–pathogen interaction during infectious diseases to study the leukocytes’ potential to internalize infectious agents and trigger proinflammatory processes (Figure 4E). The percentage of cells taking up the particular antigen was lowest in the MD group (11%), while it significantly increased in the HD group (18%).

### Spleens of Stressed Whitefish Are Not Significantly Enlarged

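Angiotensinogen (AGT, the precursor of the blood pressure hormone angiotensin) was 4.97-fold higher in the kidney of HD fish than of MD fish (log2 fold change 2.31 ± 0.43). Of the tetraspanins that organize membrane receptors, CD81 was 1.37 ± 0.21, CD9 0.55 ± 0.14 and CD63 0.49 ± 0.13 higher, and the adhesion molecule ALCAM (CD166) was lower at −0.79 ± 0.19. Of 19 genes of cell adhesion and migration, 13 were higher at HD (median 0.33), with the protease inhibitor TIMP2 at 1.43 ± 0.28, P-selectin SELP at 1.12 ± 0.35 and the tetraspanin CD82 at least 1.76-fold higher, and 15 were higher at ED. None of these genes passed limma's test (adjusted p 0.0632 for CD81, 0.0723 for CD82, 0.074 for AGT, 0.0944 for ALCAM and 0.0759 to 0.145 for the rest); adjusted over the list alone, 4 were up and 1 down (0 over all probes). AGT was higher by 1.82 on the first slide and by more on the second; the slides gave CD81 1.19 and 1.56, CD9 0.66 and 0.43, CD63 0.55 and 0.43, ALCAM −0.88 and −0.71, TIMP2 1.18 and 1.68 and SELP 1.81 and 0.42. Over the settings, AGT lay between 1.62 and 3.01. After normexp background correction CD82 turned to −0.49, and a brighter CD81 probe gave 0.39. The list did not pass camera at HD (adjusted p 0.0574; 0.487 with an estimated correlation; 0.0793 with slide as a block; slide medians 0.32 and 0.41); at ED it did (0.0286, range 0.00487 to 0.0963; adjusted p = 0.394 with an estimated correlation; 0.0381 with slide as a block), but not without MD replicate 2 (0.0957) or ED replicate 2 (0.0841).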

The induced expression of angiotensinogen (*AGT*, 4.5-fold) in the kidney and the overall dramatic changes in the expression of surface molecules involved in cell adhesion and migration (*CD9, CD81, CD63, CD166*) together with the elevated level of myeloid cells in HD individuals may indicate accompanying cell migration into the SP as a main secondary lymphoid organ of salmonid fish. We investigated, thus, whether fish from MD and HD groups exhibited a difference in SP size. Although we found a slightly increased spleno-somatic index (SSI) in the HD group, the difference was not statistically significant (Figure 4F).

### Head Kidney Leukocytes Show Distinct Expression Profile of Proinflammatory Cytokines Reflecting Post-Stress Conditions

The above evidence suggests a “priming” of the innate immune system in whitefish on crowding stress. An *in vitro* approach was used to evaluate whether leukocytes from presumably stressed whitefish develop a stronger inflammatory response than leukocytes from unstressed animals. To this end, head kidney leukocytes were isolated from whitefish previously kept either at MD or at HD. These cells were subsequently challenged with live or inactivated *A. salmonicida*. The induction of inflammation was validated, measuring the expression of genes encoding the proinflammatory cytokines IL1 beta (*IL1B*), interleukin-8 (*CXCL8*), and tumor necrosis factor alpha (*TNF*). These cytokines have been predicted to control the expression of 12 genes, which have been identified as differentially regulated under MD compared with HD conditions (Figure 5A). Moreover, we found that the mRNA levels of these proinflammatory cytokines tended to be upregulated in HD compared with MD fish, though non-significantly (Figure 5B).

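The cytokine TNF itself was above background on both MD arrays of the kidney and on neither HD array, and was lower at HD by at least 8.78-fold, or at −1.34 on the log2 scale after normexp. It was below its MD value on both slides at ED and at LD as well, and the MD arrays had the highest negative control signal. By quantitative PCR in liver and head kidney, the paper reports a tendency to higher TNF at HD that was not significant. The array value goes the other way, in pools labelled kidney. The NF-κB subunit NFKB1 was 0.53 ± 0.21 higher at HD, and the tetraspanin CD53 of leukocytes was 0.64 ± 0.18 higher in the kidney and 0.90 ± 0.23 higher in the liver. None passed limma's test (adjusted p 0.0871 for TNF, range 0.00256 to 0.351 over 20 settings, 0.204 for NFKB1, 0.121 and 0.179 for CD53). On the kidney slides at HD, TNF was lower on both, NFKB1 was 0.75 and 0.30 and CD53 0.87 and 0.41 on the log2 scale. For IL1B and CXCL8 no probe could be tested in either organ, nor for TNF in the liver or RELA in the kidney.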

**Figure 5:**
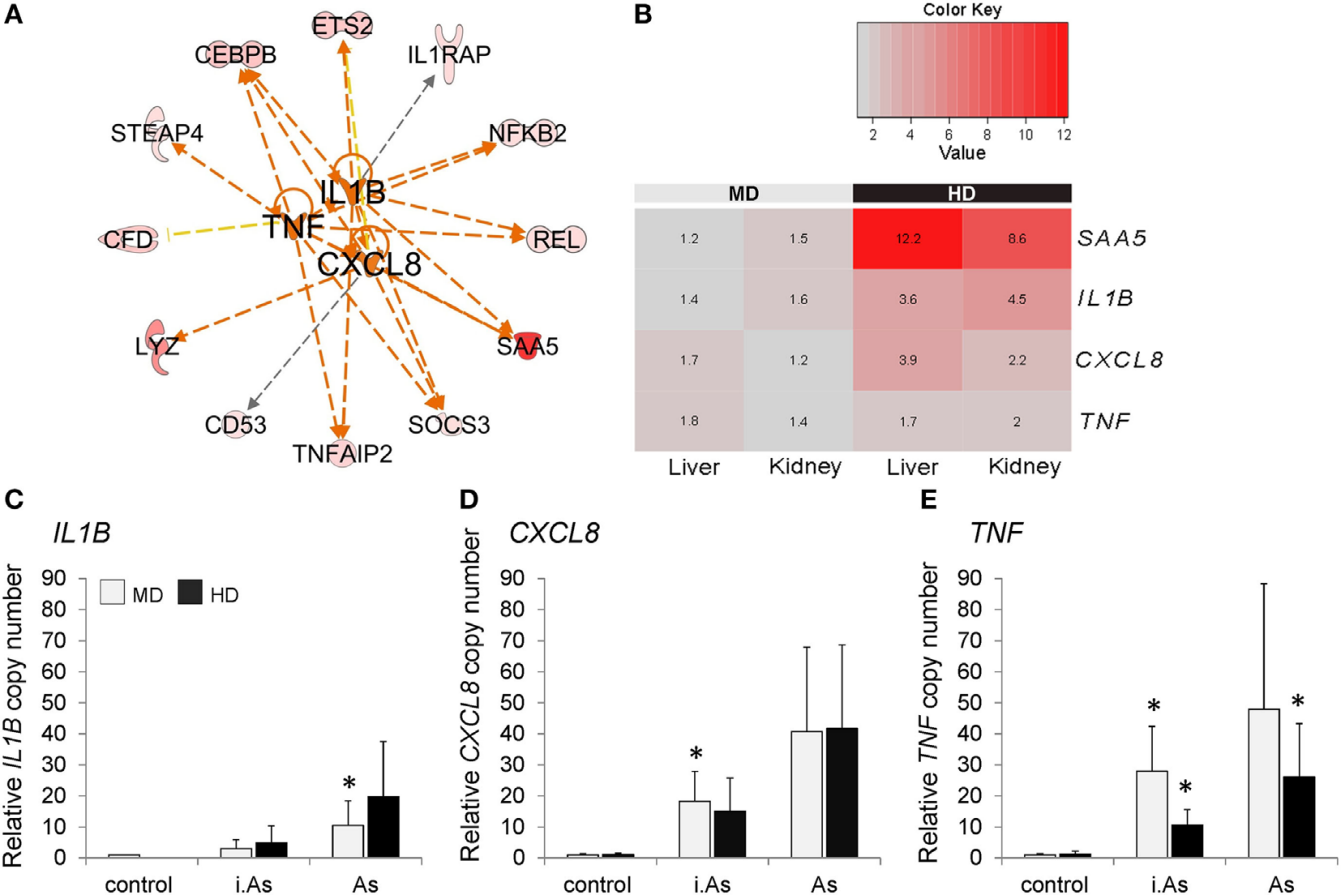
**(A)** IPA upstream regulator analysis predicted *IL1B, CXCL8*, and *TNF* to control the overexpression of 12 genes in both liver and kidney in high density (HD) conditions compared with those in moderate density (MD) conditions. Orange lines indicate an activating impact on gene expression, while yellow and black lines indicate inconsistent or non-predicted effects. The network was manually edited; please note that ingenuity analysis is based on literature about mammalian molecules. **(B)** The heat map displays expression ratios [given as fold change (FC)] of *SAA5, IL1B, CXCL8*, and *TNF* (normalized to RPL9) in the liver and head kidney of maraena whitefish (*n* = 8). The bar above the heat map indicates the density categories analyzed. Scaled color intensity within each row verifies high FC > 2.0 (shades of red). Significance levels were determined using analysis of variance (ANOVA) analysis and Bonferroni posttest. The transcription levels of **(C)** *IL1B*, **(D)** *CXCL8*, and **(E)** *TNF* were evaluated in head kidney leukocytes 12 h after cocultivation with inactivated (i.As) and viable *A. salmonicida* (As). Leukocytes had been isolated from fish kept at MD (light gray bars) or HD (black). Graphs depict the mean values + SD (error bars). Significant changes (*p* ≤ 0.05) compared with controls are marked with “*” as evaluated using one-way ANOVA.

The mRNA levels of the genes investigated were not different in head kidney leukocytes from both MD and HD groups prior to stimulation. Twelve hours poststimulation, the transcript levels of *IL1B, CXCL8*, and *TNF* were increased in leukocytes from both groups. Here, it became clear that the infection with inactivated *A. salmonicida* induced generally lower transcription levels than stimulation with viable bacteria (Figures 5C–E). Following the challenge with viable bacteria, *TNF* and *CXCL8* were upregulated with fold-change values above 40, while *IL1B* was only (but still) 10.5-fold induced. Remarkably, *TNF* transcripts reached after stimulation (with viable and inactivated bacteria, respectively) a higher level in the MD group, which was approximately twice as high as measured in the HD group (Figure 5E). A similar effect was not reflected by the *IL1B* and *CXCL8* expression profiles (Figures 5C,D).

## Discussion

Higher stocking densities in intensive aqua farming promise higher yields, but there are several reports citing complications of the production process involving immune suppression in farmed fish, which in turn trigger the outbreak of diseases (47, 48). However, sensitivity to stress differs among species and between populations depending on their evolutionary history (30). Maraena whitefish *C. maraena* represents a relatively young aquaculture species. We elucidated the physiological effect of a 9-day exposure to SDs between 10 and 100 kg whitefish per cubic meter with the primary goal to identify a comprehensive set of indicators characterizing the health status of farmed maraena whitefish with respect to adverse husbandry conditions. This study thus provides novel insights addressing the overarching question of whether the crowding stress-related regulation of the immune response is conserved throughout the evolution of vertebrates.

Global transcriptome profiling revealed that the number of differentially expressed genes affected by crowding was higher in the kidney of whitefish than in the liver; moreover, the proportion of downregulated genes was slightly higher in the liver (113%) and kidney (128%) compared with the number of upregulated genes. Although stress conditions had a negative impact on a number of pathways, crowding activated several signal transduction pathways, including signaling through the stress-activated protein kinase or the “stress kinase” p38, which are all well-known to be switched on by cellular stress [reviewed in Ref. (49–53)]. Concomitantly, we detected a significant impact on the immune system. In both the liver and the kidney tissue of whitefish exposed to HD, a strikingly high number of differentially expressed genes were related to immunity, mainly *acute-phase response, TNF* and *interleukin signaling*, and *complement pathways*. 

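The C1Q probes were higher at HD than at MD in both organs, by 1.45 ± 0.37 on the log2 scale in the liver and 1.10 ± 0.27 in the kidney (another probe). C4B, which follows C1Q in the classical pathway, was higher in the liver at 1.41 ± 0.39 but lower in the kidney, at −0.68 ± 0.25. CFB of the alternative pathway was 1.02 ± 0.21 higher in the liver, where its brightest probe gave −0.04, and in the kidney it was above background on 1 of the 2 HD arrays and on no MD array, so no fold change is given. None passed limma's test: adjusted p was 0.179, 0.193 and 0.163 in the liver for C1Q, C4B and CFB, and 0.103 and 0.18 in the kidney for C1Q and C4B. On the kidney slides at HD, C1Q was 0.88 and 1.33 and C4B −0.48 and −0.88. In HD against LD on one liver slide, C1Q was 1.02, C4B 1.33 and CFB 0.30 higher. Another C4B probe was at −1.18 in the kidney and 0.37 in the liver at HD against MD, and a C3 probe at −1.27 and 0.62. Both passed limma's test for a difference between the organs (adjusted p 0.0249 and 0.0473).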

Regarding the latter, it may be noteworthy that the involved regulated features belong to the classical (*C1Q, C4B*) and the alternative complement pathway (*CFB, CFD*), which are both also present in salmonid fish (54). In this regard, it should be stressed that only 53 genes were commonly regulated in both organs analyzed, suggesting that the responses to increased SD are tissue-specifically organized.

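Genes of the cell cycle differed between the organs at HD against MD. Of 15, 13 were higher in the kidney (median 0.76 on the log2 scale) and 5 in the liver (median −0.59). The proteasome genes, which encode the protein-degrading complex, did so too, with 21 of 22 higher in the kidney (median 0.33) and 3 of 22 in the liver (median −0.20). In the liver neither list passed camera at HD against MD, where the 5 lists called were all higher. The liver HD and MD arrays also lay on different slides. Both kidney lists were also higher at LD than at MD. There, 21 of 22 proteasome genes were higher on each slide, and 14 and 15 of 18 cell cycle genes. In kidney HD against LD, the slide medians were −0.05 and 0.41 (proteasome) and 0.07 and 0.47 (cell cycle). The checkpoint gene MAD2L1 was 0.93 in the kidney and −1.94 in the liver (difference 2.87 ± 0.48, adjusted p 0.0304), the mitotic kinase CDK1 (named CDC2 above, the same probe) 1.16 and −1.51 (2.67 ± 0.51, 0.0417), UBE2C 0.76 and −1.09 (1.85 ± 0.25, 0.0199) and CDC20 0.89 and −0.59 (1.48 ± 0.30, 0.0473); these 4 were named after their values were seen. Limma's interaction of organ and density, over the 16 liver and kidney arrays, called 194 of 13983 probes (124 higher and 70 lower in the kidney than in the liver; 2825 at an unadjusted p under 0.05), of which 183 had opposite signs in the organs, as selection for a large difference favours. The count and its split depend on the setting: normexp called 1291 (196 higher and 1095 lower in the kidney), and a fit of only the 2 groups compared called 0. Camera gave an adjusted p for the difference of 0.000359 for the cell cycle and 7.41e-05 for the proteasome (adjusted p = 0.616 with an estimated correlation for both; 0.000339 and 0.000123 with the replicate as a block), with ranges over 13 settings of 1.59e-06 to 0.0103 and 5.31e-12 to 0.00606. For the difference between liver and kidney in HD vs MD, the count of probes fell to 8 without kidney HD replicate 1, 7 without kidney HD replicate 2, 9 without liver MD replicate 2, 29 without liver MD replicate 1, 30 without kidney MD replicate 1 and 71 without kidney MD replicate 2, and was 547 without liver HD replicate 2. The fit treats the 16 arrays as independent. The paper took liver and kidney from 7 animals of each group, so pools of both organs may share fish, which was not modelled. Kidney MD and liver HD both enter the difference with a minus sign. They are the groups whose arrays had the highest negative control signal and the fewest spots above background in their organ. The paper, from the small number of genes regulated in both organs (Fig. 1C), proposes that each tissue organizes its own response to higher density.

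**Figure D3:**
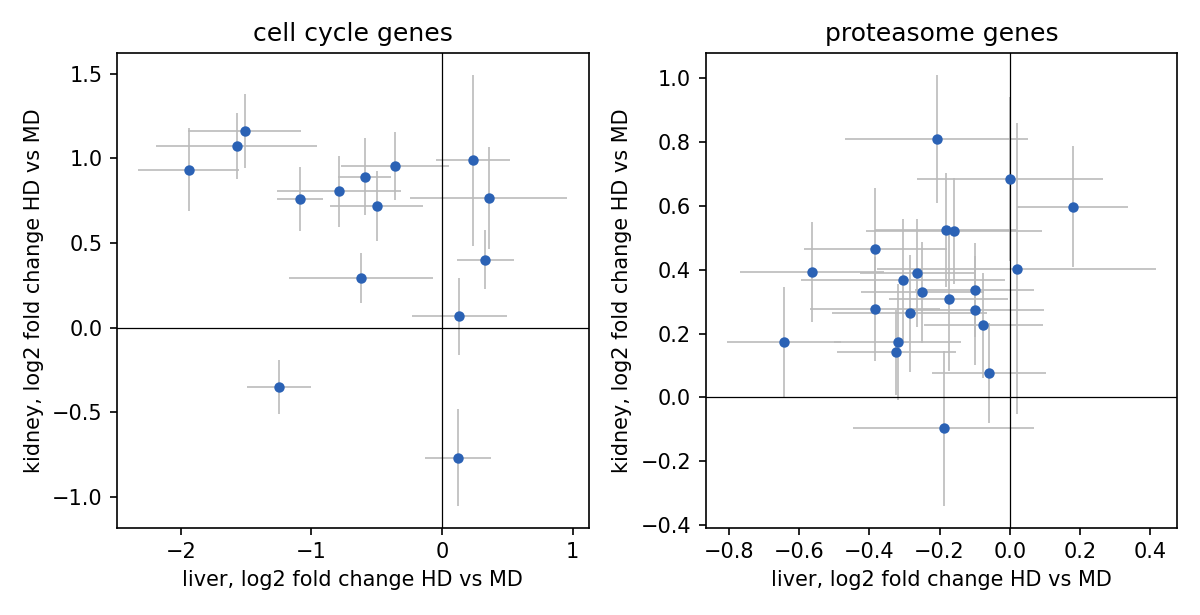
Log2 fold change of HD over MD in the liver (x axis) and in the kidney (y axis), with a point per gene and bars of 1 SE, for the 15 cell cycle genes (left) and the 22 proteasome genes (right). Most points lie at the upper left, higher in the kidney and lower in the liver.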

Previous holistic studies on the transcriptomic responses in teleost liver and kidney revealed clear stress-immune interactions [reviewed in Ref. (15)]. *Acute-phase* and *interleukin signaling* as well as *complement pathways* are among the most frequently observed immune pathways overrepresented upon stress exposure in salmonid fish (55–57). The interdigitation of stress- and immune-related pathways is a well-documented phenomenon across different animal models and microarray platforms, indicating a generally conserved response of the immune system to overcome stressful conditions. In this respect, a key role is attributed to the sympathetic nervous system, which delivers stress-responsive neurotransmitters to hematopoietic and lymphoid tissues, thereby, in essence, stimulating the expression of proinflammatory genes but suppressing antiviral responses (26). Recent studies in mammals demonstrated that the proliferation of myeloid cells (mainly monocytes and granulocytes) is upregulated in the bone marrow through β-adrenergic signaling and thus structures a characteristic stress response pattern (26–29, 58, 59). The present study points to a similar response pattern of stress-induced myelopoiesis in maraena whitefish, proving a comparably strong increment in myeloid cell number in individuals exposed to high densities. As a prominent feature, we suggest, in addition, the increased phagocytic activity of those leukocytes from stressed whitefish. In this respect, reference should be made to *LECT2*, the most strongly upregulated gene in the liver of whitefish kept under HD conditions. The increased expression of *LECT2* in the liver of stressed trout has been documented earlier (60), and it has been demonstrated in mouse *in vitro* models that LECT2 treatment enhanced the phagocytosis and bacterial killing of macrophages (61). Increased phagocytic function could be analogous to the change in myeloid cell differentiation and effector function previously observed in socially stressed mice (28, 62).

Stress-related alterations of the PBL composition are an evolutionarily conserved feature. The mobilization of myeloid cells and their release into the bloodstream has also previously been observed in gilthead seabream (*Sparus aurata*) after exposure to short-term stress (23). In stressed rats, it has been demonstrated that the proportion of myeloid cells is influenced by decreasing the number of lymphocytes and monocytes together with the increasing number of neutrophils (63). These effects are enhanced by stress hormones also altering hematopoiesis and leading to the apoptosis of T and B lymphocytes as well as the expansion of myeloid cell number (64). Since no reliable markers for the distinction between monocytes, macrophages, neutrophils, and their precursors are available yet for fish, the production of the respective Abs should be addressed in the future to gain deeper insights into cellular upheavals during all kinds of imbalanced physical conditions.

Our data indicate not only an increased number of myeloid cells in whitefish exposed to crowding stress but also expression profiles equating to the CTRA (26, 27), including (i) enhanced proinflammatory activities (activated pathways *interleukin-8 signaling, acute-phase response signaling, chemokine signaling*), (ii) increased T-lymphocyte activation (activated *Tec kinase* and *CD28 signaling*), and (iii) an increased activity of NF-κB transcription factors (upregulated genes coding for NF-κB p50 and −p65), concomitant with (vi) a reduced antiviral response (downregulated genes encoding myxovirus resistance factor MX1 and influenza virus–binding protein IVNS1ABP) as evaluated for the hematopoietic, immune-, and stress-relevant kidney of whitefish exposed to crowding. These observations are essentially in accordance with the abovementioned reports about stress in mammals (*cf*. Table 5), suggesting that the mechanisms by which stress regulates immune responses may have been established earlier in the evolution (27, 28, 58). It is also worth noting that we have seen enhanced antimicrobial activities in the kidney of density-stressed whitefish (activated pathways’ *complement system* and *production of NO and ROS in macrophages*), which is broadly consistent with both the increased proinflammatory signaling noted above and previous measures of antimicrobial response in socially stressed mice (62). However, in contrast to results from mammalian systems (28, 65), we did not find any indications of a reduced *glucocorticoid-mediated signaling*, which has been observed in stressed mammals (28, 65). In fact, IPA analyses indicated increased glucocorticoid-related signaling in the kidney for crowded fish. Nonetheless, the activation of the stress-induced proinflammatory pathways is related to substantial energetic costs presumably covered by those energy-mobilizing actions (*glycolysis, gluconeogenesis, glycogen degradation*) recorded in stressed whitefish in the present study and generally characterizing fish under stress conditions (20, 66–68).

**Table 5:** **Comparison of conserved transcriptional response to adversity (CTRA) characteristics in stressed whitefish and stressed mammals (compared with unstressed controls)**.

CTRA patterns	Whitefish (present study)	Mammals	Reference
Transcriptional changes	Liver and kidney: 1.1- to 1.3-fold more downregulated than upregulated features	Murine spleen monocytes: 1.5-fold more downregulated than upregulated features	Powell et al. (28)
Activity of transcription factors mediating inflammatory functions	Increased	Increased in mice Increased in rhesus macaque	Powell et al. (28), Cole et al. (58)
Expression of proinflammatory genes	Increased	Increased in mice	Powell et al. (28)
Expression of antiviral genes	Decreased	Decreased in mice Decreased in rhesus macaques	Powell et al. (28), Cole et al. (58, 59)
Proportion of myeloid cells in circulation	Increased	Increased in humans Increased in rats Increased in mice	Heidt et al. (29), Engler et al. (65), Powell et al. (28)
Rate of phagocytosis	Increased	Increased in rats Decreased in mice	Stefanski and Grüner (69), Bailey et al. (62)
Reaction after bacterial challenge	Higher expression of *IL1B*, Lower expression of *TNF*, Similar expression of *CXCL8*	Increased expression of proinflammatory cytokines	Irwin and Cole (26)

Moreover, our data set confirmed that *IL1B* may play a prominent role in the regulation of stress-induced immune responses fitting well with previous observations recorded for mammals (26) and fish (70). On the basis of those data, we hypothesize that the cytokines *IL1B, CXCL8*, and *TNF* may plausibly be responsible for the expression of several further genes in whitefish under HD compared with MD conditions. As in salmonid fish, *IL1B* (71, 72), *CXCL8* (73, 74), and *TNF* (75) serve as key proinflammatory mediators after pathogen invasion (76–79) and stress (17, 80, 81). We chose this as a starting point for the *in vitro* stimulation of head kidney leukocytes with *A. salmonicida* to study the influence of crowding on the induction of cytokine expression. Unexpectedly, SD manipulations had different effects on these genes. No differences were observed in the expression of *CXCL8* between cells from whitefish kept at MD or HD. In contrast, the expression of *IL1B* and *TNF* was obviously biased by SD conditions, though not unidirectionally: while the mRNA level of *TNF* was lower in stimulated cells from HD fish, the *IL1B* mRNA level was higher in challenged cells from HD fish compared with cells from MD fish. A similar effect on the expression of *IL1B* has been observed after long-term stress in salmon (81), emphasizing once more the presumably important role of IL1 during stress responses. It should be considered that anti-inflammatory immunosuppressive effects, such as those mediated through the stress hormone cortisol (18), may have also biased the recorded levels of cytokine-encoding transcripts in head kidney leukocytes. This argues for future studies into the complex regulation of teleost immunity under stress conditions addressing the questions of (i) how the immune status of whitefish develops after prolonged exposure to (crowding) stress, (ii) whether an additional stressor such as temperature further enlarges the observed expression differences, (iii) how the transcriptome of myeloid cells circulating in stressed fish differs from that in fish under normal conditions, and (iv) whether the observed transcriptional responses eventually contribute to immunopathologic damages or to the immunosuppression of whitefish in case of infection, particularly viral infections, with relevance to whitefish health [*cf* (82)].

In conclusion, the present study describes the physiological features of maraena whitefish exposed to increased stocking densities, revealing similar observations as in mammalian models: first, the increased mobilization of myeloid cells in the bloodstream, and second, CTRA-like profiles of several immune pathways significantly overexpressed in the liver and kidney of density-stressed whitefish (Table 5). These findings allow the conclusion that cost-intensive proinflammatory immune mechanisms are acutely activated in maraena whitefish as a consequence of crowding stress. At the same time, such adverse husbandry conditions potentially reduce antiviral defense capacities and activate several energy-supplying metabolic pathways. Thus, our data also point to the careful reconsideration of species-specific welfare conditions in aquaculture.

## Author Contributions

TG, BK, AR, and TK designed research; TK and BK performed immunological assays; AR, TG, SA, and MN performed gene profiling assays; TK, AR, MN, and SA, analyzed data; and TK and AR wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer AT and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

## Abbreviations

CTRA, conserved transcriptional response to adversity; DE, differentially expressed; ED, elevated density; EDTA, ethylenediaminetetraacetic acid; EIF4E, eukaryotic translation initiation factor 4E; FDPS, farnesyl diphosphate synthase; FITC, fluorescein isothiocyanate; HD, high density; HSP, heat-shock protein; IPA, Ingenuity Pathway Analysis; LD, low density; MD, moderate density; MAb, monoclonal antibodies; PBL, peripheral blood leukocyte; PBS, phosphate-buffered saline; qPCR, quantitative real-time polymerase chain reaction; SD, stocking density; SSI, spleno-somatic index.

How the deposited data were processed for this re-analysis (not part of the article)

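The deposited data are 20 arrays of a salmon oligonucleotide microarray hybridized in 1 colour (Cy3) with RNA of maraena whitefish: 8 arrays of liver and 8 of kidney, with 2 pools at each of 4 stocking densities (LD, MD, ED and HD; 10, 33, 60 and 100 kg/m³), and 4 of spleen, with 2 pools at MD and 2 at ED. Each pool held RNA of 7 fish, so that p-values measure the spread between pools and not between fish. The authors sampled after 9 days in the paper's text; the deposited labels give day 8.

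The deposited array files hold the intensity that the authors read with Feature Extraction 10.7.3.1: the background-subtracted processed signal of each spot, in linear intensity and not normalized between arrays, with marks for spots well above background. The authors' deposited tables give, for probes past their thresholds, the log2 fold change over MD, the mean log2 signal, and the p-value and adjusted p-value of limma; the paper states that the software subtracted the local background and that the data then went through Rosetta Resolver, but no normalization between arrays, and the mean signal of a probe is the same number in the liver and the kidney tables, so 1 fit held both organs. Those tables served for probe names and for comparison, not for the tests.

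The signal of each probe was averaged over its spots on the log2 scale (61657 gene spots, 49255 probes), and the array's 75th percentile was subtracted, taken over the probes well above background on all arrays of the tissue (9886 in liver, 11991 in kidney, 14820 in spleen), since fewer than 50% of the probes were detected. Probes well above background on at least 2 of the tissue's arrays were tested: 15470 in liver, 17555 in kidney and 17454 in spleen. The groups of a tissue were fitted together in limma 3.58.1 (R 4.3.3) with no covariate, with 4 residual degrees of freedom (2 in spleen) and a prior of 2.32, 2.40 and 2.36 degrees of freedom for liver, kidney and spleen, and p-values were adjusted by Benjamini and Hochberg over the probes of a comparison. A probe was called at an adjusted p under 0.05 and a fold change over 1.5. The comparisons were HD, ED and LD against MD and HD against LD in liver and kidney, and ED against MD in spleen. The difference between the organs at HD against MD was tested as an interaction over the 16 liver and kidney arrays, on the 13983 probes tested in both. Liver and kidney pools of a density may hold the same fish, and the fit treated them as independent. Where no array of a group was above background for a probe, the fold change is given as a lower bound. Each of those arrays that lay below the lowest signal marked above background on it was raised to that signal. Where none lay below it, the bound equals the fitted fold change.

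Probes were given gene symbols from the protein name in the array's annotation (10443 probes) and from the authors' tables (1499 probes); 1217 probes matched a gene on 1 of 27 lists of immune, stress, metabolic, structural and cell type genes (874 symbols, 412 with a probe). For each gene the brightest tested probe stood in for it on a list. Lists with at least 5 tested genes were compared with the other genes by camera with a preset correlation of 0.01, and again with an estimated correlation; within each list the genes' p-values were also adjusted over the list alone. The genes named are those of the paper, by the probe it prints or else that of the authors' table or the brightest (their published values were seen beforehand), up to 10 called genes per direction, and up to 4 genes of a list; probes without a symbol were counted and not named.

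The alternatives tried were median scaling, quantile normalization, normexp background correction (offset 50), no filter and a stricter filter on dim probes, only the 2 groups compared in the fit, all 20 arrays in one fit, an intensity trend in the variance prior, the replicate number as a block, no fold change threshold, the mean over all probes of a gene, and leaving out each array of a comparison. The 75th percentile over all probes, and fits of the 16 liver and kidney arrays with and without the filter or with a trend, were added later, as were all settings for the overlaps and the interaction other than gene symbols in place of probes, and the scalings and left-out arrays for gene lists. Kidney replicate 1 arrays lay on slide 2 and replicate 2 arrays on slide 3, and each kidney comparison was also made within the slides.

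The pipeline was tested on simulated data made from the MD means of the real probes and spreads drawn from limma's prior, with 200 changed probes in each of 10 runs: limma recovered 64.5% of 4-fold changes in liver, 74.9% in kidney, 60.0% in spleen and 52.4% of 4-fold interactions, and 7.76%, 14.8%, 0.896% and 6.87% of 2-fold changes. False calls averaged 5.2 per run in liver, 7.3 in kidney, 5.7 in spleen and 10.7 for the interaction. The median numbers called were 109.5, 126, 104.5 and 102.5. These rates hold for 2 pools per group. Other numbers of pools were not simulated. The noise was independent and of the same spread in every group, and the 200 changed probes also set how strict the adjustment was. The rates are therefore not the power of the real tests. In the real liver at HD against MD, 0 probes passed, and LECT2 at 38.9-fold was among those that did not. The depth of an array limits which probes can be read, since 22.8% to 36.4% of an array's spots were well above background. Overlaps between kidney comparisons, which share their MD arrays, were set against 100 simulated data sets with no changed probe.

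No array was left out of the main tests. The paper does not report on the spleen arrays, which were analysed apart. The flow cytometry, phagocytosis, quantitative PCR and cell culture measurements of the study have no files in the deposited array series and were not analysed. Results of some single genes are not reported. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).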

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

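The interaction of organ and density and the test of the spleen were set before the data were examined; the held-out rankings and the test comparing the HD liver replicates were chosen only after the result was seen.

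At HD against MD, 194 probes changed differently in kidney and liver by limma's interaction test, and 2 gene lists did so by camera, the cell cycle (adjusted p 0.000359) and the proteasome (7.41e-05), with neither list passing when the correlation was estimated (0.616). A difference between the organs in their response to density is open and was not tested by any further experiment. A technical candidate explanation is array quality, since kidney MD and liver HD arrays had the fewest spots above background. Without the MD arrays, in HD against LD, the 25 probes called in the kidney kept 0.312 of their median change (0.58 against 1.86, 24 in the same direction), between the bounds set for and against it; the 8 of them above background on every array kept 0.567. In the liver, over 706 probes ranked without HD replicate 2, the one with less background, that replicate showed 0.138 of the difference from LD of replicate 1, but 2.30 times it over probes ranked without replicate 1; each ranking favours the replicate it keeps, so these ratios decide nothing, and the part of array quality stays open.

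A slide difference is the other technical explanation for the liver part of that pattern, because the MD and HD arrays lay on different slides. Of the 706 probes, 685 changed the same way in HD against LD on one slide, with a median of 0.70 against 1.10, a ratio of 0.635. The ratio met the bound set in advance against a slide effect, but that bound was wrong: the HD arrays enter both contrasts, so probes picked for a high HD value keep part of it in both. When probes were ranked without 1 of the HD arrays, which was then used for the comparison, the ratio was 0.585 or 0.407, on either side of the bound. Slide and density therefore cannot be told apart for these probes.

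The spleen, which the paper does not report on, had 10 gene lists that passed camera in ED against MD, all higher at ED, while limma called 0 of 17454 probes (967 at an unadjusted p under 0.05, and 8 called with all 20 arrays in one fit). None of the lists passed with an estimated correlation, and 3 passed without spleen MD replicate 2. All 4 spleen arrays lay on 1 slide. No technical explanation was tested for it; spleen MD replicate 1 had a negative control signal of 83.4, against 51.3 to 58.0 on the other spleen arrays.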

How the results depend on the processing

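The 75th percentile over all probes, HD against LD in place of HD against MD in the kidney, the fits of the 16 liver and kidney arrays, every setting for the overlaps and the interaction other than gene symbols in place of probes, and the scalings and left-out arrays for gene lists were chosen after seeing the data; the other settings were set before the data were examined. The limits common to all results are the 2 pools per group and the dim signal of salmon probes with whitefish RNA. In liver HD vs MD and liver LD vs MD slide cannot be separated from density, and the comparisons with MD within a tissue share its MD arrays. Signal over background limits what could be read: of the probes that the authors' table lists as lower in the kidney at LD, 201 of 226 (88.9%) were not tested here, 132 of them above background on no array. The cause of a shift below was not tested, except where a setting's own construction gives it (more arrays in a fit, fewer arrays, more or fewer probes).

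In counts of called probes, all 20 arrays in one fit gave 706 in liver HD vs MD, 5 in liver ED vs MD, 41 in liver LD vs MD, 193 in liver HD vs LD, 231 in kidney HD vs MD, 8 in kidney LD vs MD, 1 in kidney HD vs LD, 8 in spleen ED vs MD, 27 shared by liver and kidney, and 565 in the difference between liver and kidney in HD vs MD. Those fits have more arrays to estimate the spread. The 16 liver and kidney arrays gave 405, 4, 9 and 64 in the same 4 liver comparisons, 119, 11, 6 and 1 in kidney HD vs MD, kidney ED vs MD, kidney LD vs MD and kidney HD vs LD, 11 shared by kidney comparisons and 12 by liver and kidney. With a trend they gave 571, 2, 8 and 67 in liver, 296 in kidney HD vs MD, 7 in kidney HD vs LD and 32 shared by liver and kidney.

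An intensity trend alone gave 8 in liver HD vs MD, 2 in liver LD vs MD, 662 (399 up, 263 down) in kidney HD vs MD, 6 in spleen ED vs MD, 2 shared by liver and kidney and 378 in the difference between liver and kidney in HD vs MD. Normexp gave 10 (9 up), 1 in liver LD vs MD, 1688 (365 up, 1323 down) in kidney HD vs MD, 3 in kidney ED vs MD, 1 in spleen ED vs MD, 5 shared by liver and kidney and 1291 (196 kidney higher, 1095 lower) in the difference. Quantile normalization gave 148, 21 and 20 in kidney HD vs MD, kidney ED vs MD and kidney LD vs MD, 26 in the overlap of kidney calls between densities and 336 in the difference; median scaling gave 115 in the difference. A stricter filter gave 3 in liver ED vs MD, 2 in liver LD vs MD, 630, 1 and 1 in the kidney comparisons, 1 shared by them and 415 in the difference.

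No filter on dim probes gave 25107, 21103 and 20569 in kidney HD vs MD, kidney ED vs MD and kidney LD vs MD, 22000 in the overlap of kidney calls between densities and 25205 in the difference between liver and kidney in HD vs MD; 91.3%, 95.4% and 97.4% of the kidney calls were probes below the filter, nearly all down. For the 16 arrays without the filter the counts were 15032 in liver HD vs MD, 9 in liver ED vs MD, 14 in liver LD vs MD, 20638 in liver HD vs LD, 22346, 14968 and 14582 in the kidney, 16022 in the overlap of kidney calls between densities and 12091 in the overlap of liver and kidney HD calls. Only the 2 groups compared gave 0 in each kidney comparison, 0 shared by them and 0 in the difference; the mean over all probes of a gene gave 3 in kidney ED vs MD, 0 in kidney LD vs MD, 1 in liver HD vs LD and 2 shared by kidney comparisons; HD vs LD, whose fold changes use no MD array, gave 0 in the kidney.

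Deviations of replicate 1 from the group means correlated at −0.04 to 0.20 in liver, 0.07 to 0.19 in kidney and −0.02 in spleen, so replicates were not taken as pairs. In the kidney, arrays with the same replicate number share a slide; as a block it gave 15 (12 up, 3 down) in kidney HD vs MD, 0 in kidney ED vs MD, 0 in kidney LD vs MD and 0 shared by kidney comparisons.

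Without 1 array, the count ranged from 0 to 8 in liver HD vs MD, 0 to 114 in liver HD vs LD, 1 to 25 in kidney HD vs MD, 0 to 18 in kidney ED vs MD, 0 to 13 in kidney LD vs MD, 0 to 17 among those shared by kidney comparisons, and 7 to 547 in the difference between liver and kidney in HD vs MD; it stayed at 0 in liver ED vs MD, liver LD vs MD, kidney HD vs LD and spleen ED vs MD and for those shared by liver and kidney. A group with a single array left is assumed to vary like the others. Arrays that move these counts are liver HD replicate 2 (8 in liver HD vs MD, 114 in liver HD vs LD), liver HD replicate 1 (3 and 3), kidney HD replicates 1 and 2 (1 each in kidney HD vs MD), kidney MD replicate 1 (18 in kidney ED vs MD, 13 in kidney LD vs MD) and kidney MD replicate 2 (10 in kidney HD vs MD, 0 in kidney ED vs MD).

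For gene lists, an estimated correlation left 0 called in all 9 comparisons. Normexp gave 6 lists in liver LD vs MD, 9 in kidney LD vs MD and 6 in liver HD vs LD, quantile normalization 7 in liver HD vs LD and the 75th percentile over all probes 1 in liver LD vs MD. Without 1 array the number of lists lay between 1 and 7 in liver HD vs MD (1 without liver HD replicate 2), 5 and 9 in liver ED vs MD, 1 and 4 in liver LD vs MD, 2 and 10 in liver HD vs LD, 8 and 10 in kidney HD vs MD, 7 and 9 in kidney ED vs MD, 2 and 6 in kidney LD vs MD, 7 and 12 in kidney HD vs LD and 3 and 9 in spleen ED vs MD. The ribosomal list changed direction in kidney HD vs MD after normexp (adjusted p 0.109; range 0.000304 to 0.799) and quantile normalization (0.433), and in kidney HD vs LD after quantile normalization (0.946; range 0.00127 to 0.946); oxidative phosphorylation in kidney LD vs MD did so without kidney MD replicate 1 (0.981; range 1.11e-05 to 0.981). Of the other values, 400 kept direction and side of the threshold and 120 lost the call, or 213 and 94 without 1 array.

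Of the named genes, VPS72 and CD82 changed sign in kidney HD vs MD after normexp (−0.38 and −0.49) and CFB without kidney MD replicate 1 (0.19, and −1.15 without kidney MD replicate 2). Among the others 2067 values kept their sign and their side of the threshold, though some changed in size (liver HD vs LD on one slide gave IFNGR1 0.09 in place of 1.65 and CEBPB 0.51 in place of 1.50), 394 gained and 55 lost a call and 76 moved; without 1 array these numbers were 596, 2, 53 and 0. The lists of myeloid, proinflammatory, cell cycle, tubule and phagocytosis genes in kidney HD vs MD, and the myeloid list in liver HD vs MD, kept their side of the threshold under all 10 settings other than the estimated correlation.

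The median log2 fold change of all probes moved by over 0.1 from −0.09 in liver HD vs MD to 0.10 with normexp, 0.75 with no filter and −0.29 with the percentile over all probes, from 0.06 in kidney HD vs MD to −0.17 with normexp and −0.95 with no filter, from 0.04 in kidney ED vs MD to −0.09 and −0.74 and from 0.06 in kidney LD vs MD to −0.08 and −0.71 with the same settings, to 0.04 in liver LD vs MD with the percentile over all probes, and in liver HD vs LD to −0.15 (quantile), 0.25 (normexp), 0.93 (no filter) and −0.34 (percentile over all probes); with no filter it was −0.31 in kidney HD vs LD and −0.12 in spleen ED vs MD. The share of calls that are up in kidney HD vs MD went from 18 of 25 to 365 of 1688 with normexp and 124 of 148 with quantile normalization, and in the difference between liver and kidney in HD vs MD from 124 of 194 to 196 of 1291 with normexp.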

Differences from the paper's values

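The fits of the 16 liver and kidney arrays, the 75th percentile over all probes and, for the shared genes, all settings other than gene symbols in place of probes were chosen after seeing the values; every other alternative below was set before the data were examined. Counts are of genes at the paper's thresholds (adjusted p under 0.05, fold change over 1.5). A count is said to differ where it and the paper's are more than 1.5-fold apart, and a fold change where it is so and also lies further from the paper's than the standard deviation between pools; no difference does not mean the same number.

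In the liver at HD, the paper's counts are 357 genes, 168 up and 189 down; the values here are 0, 0 and 0. All 16 alternatives set before the data were examined differ from the paper's, all 20 arrays in one fit among them (681 genes, 331 up and 355 down). The 16 liver and kidney arrays in one fit, chosen after seeing the values, have no difference (394, 177 up and 218 down); of the 421 probes in the authors' table they call 222 and drop 199. With an intensity trend, also chosen after seeing the values, the down count (254) has none, and 88 of the 210 probes that the authors list as down are dropped. Of the 421 probes, 399 were tested, all with the authors' direction, 389 had an unadjusted p under 0.05 and 301 were called with all 20 arrays. The authors chose these probes on the same arrays, so the shared direction and low unadjusted p follow from that choice.

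At ED and LD the paper's counts for the liver are 6 and 3, and 0 and 0 here. For ED, all 20 arrays in one fit (5) has no difference and the other alternatives set before the data were examined do; the 16 arrays in one fit (4) and those without a filter (9), chosen after seeing the values, have none either; of the 3 probes in the authors' table the former drops 1 and the latter calls 1. For LD every alternative differs. The authors' deposited tables hold 3 probes for ED and 6 for LD, the other way round from the paper's text.

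In the kidney at HD, the paper's counts are 396 up and 507 down, and 17 and 7 here. For the up count, normexp (310), the stricter filter (309) and the intensity trend (351) have no difference, and the other 12 alternatives set before the data were examined do; for the down count all 15 do. At ED the paper's 102 up and 207 down stand against 3 and 3, and every alternative differs. At LD the paper's 11 up and 192 down stand against 1 and 2: for the up count quantile normalization (16) and leaving out kidney MD replicate 1 (12) have no difference and the other 13 do, and for the down count all 15 do. Of the authors' 1240, 366 and 239 kidney probes at HD, ED and LD, 911, 212 and 38 were tested, all with the authors' direction, and 13, 2 and 3 called. With no filter 1077, 298 and 198 were called. These probes too were chosen on the same arrays, so the shared direction is no independent evidence.

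The paper's 53 genes shared by liver and kidney at HD stand against 0. The 1 alternative set before the data were examined, gene symbols in place of probes, differs, as do all 20 arrays in one fit (30); the 16 arrays with an intensity trend, chosen after seeing the values, have no difference (38) but drop 29 of the 40 probes that stand in both of the authors' tables. The paper's fold changes of CCL19 (4.9), LECT2 (23.6) and C1QL (4) in the liver stand against 10.7, 38.9 and 6.27, within the spread of the HD pools and so not counted as differing. The paper's fold change of SAA5 in the liver, 8.8, stands against 14.0; normexp, leaving out liver MD replicate 2, leaving out liver HD replicate 2 and HD against LD within one slide have no difference, nor has the 75th percentile over all probes, chosen after seeing the values and calling 0 of the 421 liver probes, and the other 12 set before the data were examined do differ.

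By quantitative PCR in liver and head kidney, the paper reports a tendency to higher TNF at HD, without significance. On the kidney arrays TNF was lower at HD (log2 −3.27, limma adjusted p 0.0871). The paper states that MX1 was lower in the kidney at HD. Its brightest probe was 0.44 higher here (limma adjusted p 0.596), and the probe of the authors' table could not be tested. It names stress kinase pathways as activated in liver and kidney, and lists glucocorticoid receptor signaling and glycolysis as overexpressed in the kidney; the stress kinase, glucocorticoid and glycolysis lists did not differ from other genes in the kidney at HD (camera adjusted p 0.637, 0.951 and 0.951), nor did the stress kinase list in the liver (0.66). The measures are unlike. The paper's pathway p-values come from Fisher's exact test, with direction judged apart by z-scores. Camera tests a shift of a list in 1 direction, and the lists here are not the paper's pathways. A list whose genes go both ways can pass the first test and not the second. Of the probes of all genes the paper names, MX1 included, 23 of 23 liver probes and 27 of 29 kidney probes had an unadjusted p under 0.05 at HD, 0 and 3 passed limma's test, and 22 and 9 passed with all 20 arrays in one fit. Over all tested probes, 18.0% in the liver and 22.9% in the kidney had an unadjusted limma p under 0.05. The study chose the genes on these samples, so the counts are not independent evidence.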

Other observations

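The comparison of HD with LD in the kidney was set in advance, and so was the prediction for the 3 probes called at LD below; only the use of HD against LD for the count of HD against MD came after the data were seen. The genes of this part were taken from lists written before then.

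In the spleen, which the paper does not report on, hepcidin (HAMP, iron regulation and an antimicrobial peptide) was at least 5.76-fold higher at ED than at MD, the muscle protein parvalbumin (PVALB) at least 8.92-fold (log2 0.71 and 0.81 after normexp), SAA5 2.25 ± 0.54, LYZ 1.50 ± 0.42, TNFAIP2 1.21 ± 0.23, MPO 1.09 ± 0.18 and CPA1, a pancreatic enzyme, 1.06 ± 0.41 higher on the log2 scale. Adjusted over the list alone, SAA5, HAMP, TNFAIP2, CCL19 and PVALB passed, and over all probes none did (limma adjusted p 0.744 to 0.885). Camera called the proinflammatory (12 of 12 higher, adjusted p 3.66e-06), myeloid (17 of 18, 2.12e-06), glycolysis (16 of 18, 4.99e-05), exocrine pancreas (7 of 7, 0.000336), phagocytosis (21 of 27, 0.000967), acute phase (5 of 7, 0.00831), oxidative phosphorylation (25 of 30, 0.0145), cell cycle (14 of 16, 0.0244), proteasome (21 of 23, 0.0306) and antiviral lists (15 of 20, 0.0499), with adjusted p = 0.416 or more with an estimated correlation. Without spleen MD replicate 2 only the proinflammatory, myeloid and glycolysis lists passed, and their ranges over 10 settings were 1.87e-06 to 0.00971, 9.82e-11 to 0.00971 and 1.82e-09 to 0.00774; the antiviral list ranged from 0.000581 to 0.646.

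In the kidney at HD, genes of the nephron and its tubules were lower in 9 of 10 cases (median −0.81; camera adjusted p 0.0003; adjusted p = 0.554 with an estimated correlation; 5.41e-05 with slide as a block, range 5.41e-05 to 0.045; slide medians −0.74 and −0.87), the cadherin CDH17 at −1.10 ± 0.29 and the transporters SLC3A1, SLC13A3 and the scaffold PDZK1 at −0.89, −0.81 and −0.80. The list of skeletal muscle genes (slide medians −0.28 and −0.72) did not pass without kidney MD replicate 2 (0.34) or kidney HD replicate 2 (0.229). Cell cycle genes were higher in 16 of 18 (0.000155; adjusted p = 0.542 with an estimated correlation; 7.86e-05 with slide as a block; slide medians 0.61 and 0.97), with TYMS and TK1, which make thymidine nucleotides, at 1.07 ± 0.19 and 0.95 ± 0.20, and proteasome genes in 21 of 22 (0.000472; adjusted p = 0.587 with an estimated correlation; 0.0754 without kidney HD replicate 2), while oxidative phosphorylation was lower in 27 of 31 (0.000244; adjusted p = 0.565 with an estimated correlation; 0.09 without kidney MD replicate 1) and ribosomal proteins in 49 of 68 (0.0349; adjusted p = 0.772 with an estimated correlation; 0.282 without kidney HD replicate 1 and 0.799 without kidney MD replicate 2), the last with the other sign after quantile normalization and normexp.

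Erythroid genes were lower in the kidney at HD than at LD in 12 of 12 cases (median −0.70; camera adjusted p 7.79e-09; adjusted p = 0.213 with an estimated correlation; 1.49e-07 with slide as a block, range 8.9e-11 to 0.000137; slide medians −0.76 and −0.54), the globin HBB at −0.95 ± 0.27, the regulator TAL1 at −0.85 ± 0.15 and the anion exchanger SLC4A1 at −0.85 ± 0.22, 7 of them when adjusted over the list alone and 0 over all probes. At ED against MD, the proinflammatory list was higher in 9 of 11 cases (0.000223; adjusted p = 0.497 with an estimated correlation; 0.00042 with slide as a block; slide medians 0.65 and 0.36) and the myeloid list in 17 of 21 (3.12e-05; adjusted p = 0.394; 5.88e-05 with slide as a block; 0.46 and 0.57). Against MD the erythroid list was lower at HD (9 of 12, 0.0204; adjusted p = 0.542 with an estimated correlation; 0.09 without kidney MD replicate 1 and 0.237 without kidney HD replicate 1) and higher at LD (10 of 12, 0.00357; adjusted p = 0.766 with an estimated correlation; 0.119 without kidney MD replicate 2). The hepatocyte, thrombocyte, exocrine pancreas and cholesterol lists did not pass in the kidney at HD (0.254, 0.637, 0.981 and 0.567). Cell cycle and proteasome genes were higher in the kidney at LD than at MD as well. There, 14 and 15 of 18 cell cycle genes and 21 of 22 proteasome genes were higher on the slides.

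In the liver at HD, cholesterol synthesis genes were higher in 5 of 6 cases (camera adjusted p 0.0288; adjusted p = 0.693 with an estimated correlation; 0.265 without liver MD replicate 1 and 0.457 without liver HD replicate 2), SQLE by 0.72 ± 0.34. At ED, on the slide of the MD arrays, the pancreatic enzyme genes were higher in 7 of 7 (0.00468; adjusted p = 0.406 with an estimated correlation; 0.228 without liver ED replicate 2), CTRB1 at 2.08 ± 1.61, hepatocyte genes in 13 of 18 (0.00497; 0.406; 0.246 without liver MD replicate 1 and 0.063 without liver ED replicate 2), and cell cycle (12 of 15, 0.00027; 0.406; 0.163 without liver MD replicate 1) and ribosomal genes (59 of 67, 0.00027; 0.406; 0.17 without liver ED replicate 1) were lower. The muscle (0.0876), erythroid (0.452), hepatocyte (0.337) and pancreatic lists (0.363) did not pass in the liver at HD.

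One hypothesis was that the probes called in the kidney at LD reflect the MD arrays, with their higher negative control signal, and not low density. The 3 probes called at LD differed from MD by a median log2 value of 2.48 at LD, 2.11 at ED and 2.16 at HD, a ratio of 0.850 for the lower of the latter values. This meets the bound set for that cause and is consistent with a difference that lies in the MD arrays, but the test rests on 3 probes and the shared MD arrays alone raise the ratio, so the quality of the MD arrays and density cannot be told apart. For the 25 probes called at HD, the median in LD against MD was 1.30, and in HD against LD 0.58.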
